# Meta-Analysis of Smooth Muscle Lineage Transcriptomes in Atherosclerosis and Their Relationships to In Vitro Models

**DOI:** 10.20900/immunometab20210022

**Published:** 2021-05-21

**Authors:** Austin C. Conklin, Hitoo Nishi, Florencia Schlamp, Tiit Örd, Kadri Õunap, Minna U. Kaikkonen, Edward A. Fisher, Casey E. Romanoski

**Keywords:** atherosclerosis, smooth muscle cells, macrophages, lineage tracing, single cell RNA-seq, cholesterol

## Abstract

**Background:**

Vascular smooth muscle cells (VSMC) exhibit phenotypic plasticity in atherosclerotic plaques, and among other approaches, has been modeled in vitro by cholesterol loading.

**Methods:**

Meta-analysis of scRNA-seq data from VSMC lineage traced cells across five experiments of murine atherosclerosis was performed. In vivo expression profiles were compared to three in vitro datasets of VSMCs loaded with cholesterol and three datasets of polarized macrophages.

**Results:**

We identified 24 cell clusters in the meta-analysis of single cells from mouse atherosclerotic lesions with notable heterogeneity across studies, especially for macrophage populations. Trajectory analysis of VSMC lineage positive cells revealed several possible paths of state transitions with one traversing from contractile VSMC to macrophages by way of a proliferative cell cluster. Transcriptome comparisons between in vivo and in vitro states underscored that data from three in vitro cholesterol-treated VSMC experiments did not mirror cell state transitions observed in vivo. However, all in vitro macrophage profiles analyzed (M1, M2, and oxLDL) were more similar to in vivo profiles of macrophages than in vitro VSMCs were to in vivo profiles of VSMCs. oxLDL loaded macrophages showed the most similarity to in vivo states. In contrast to the in vitro data, comparison between mouse and human in vivo data showed many similarities.

**Conclusions:**

Identification of the sources of variation across single cell datasets in atherosclerosis will be an important step towards understanding VSMC fate transitions in vivo. Also, we conclude that cholesterol-loading in vitro is insufficient to model the VSMC cell state transitions observed in vivo, which underscores the need to develop better cell models. Mouse models, however, appear to reproduce a number of the features of VSMCs in human plaques.

## INTRODUCTION

It has been long appreciated that vascular smooth muscle cells (VSMC) can exhibit phenotypic plasticity in vivo, especially in atherosclerotic plaques [1]. The establishment of model systems in vitro allowed mechanistically-oriented investigations of the phenotypic states observed in vivo [2]. Studies of arterial VSMC phenotypes tended to focus on two major states, named contractile and synthetic (e.g., ref. [3]). “Contractile” refers to the cells in the medial layer of a normal artery, which have the ability to adjust vessel tone in response to different stimuli. Under conditions of vascular pathology, such as atherosclerosis or injury (such as following an angioplasty), however, some cells in the media clonally proliferate and migrate to enter the intimal (subendothelial) space. These are the “synthetic” phenotype, so named because of their increased production, or synthesis, of extracellular matrix (ECM). Either in vitro or in vivo, the contractile machinery in synthetic cells is dampened, as indicated by the lower expression of multiple components, such as smooth muscle cell alpha-actin and myosin heavy chain. It has also been found in vitro and in vivo that when exposed to lipids or lipoproteins, VSMC could assume the appearance of a foam cell, typically identified by the accumulation of lipid droplets [4].

In 2003, it was reported that cholesterol-loaded VSMC foam cells not only had significant downregulation of contractile markers in vitro, but also had the induction of markers typically expressed by atherosclerotic plaque macrophages [5]. By using a combination of markers [6] or a proximity ligation assay [7] for human plaques, or lineage marking in mouse plaques [7,8], observations in vivo appeared similar to those in vitro, and suggested that a variant of the synthetic phenotype of arterial VSMC was a macrophage-like state. It became clear that the existence of such cells would have significant implications about the nature of the immune cell repertoire in atherosclerosis. Some estimates have reported that upwards of 30–40% [5–7] or even more [9] cells identified by conventional markers as macrophages in advanced mouse or human plaques were of VSMC origin. This has focused attention on the molecular features of these cells and their functional properties, especially in regard to plaque inflammation.

There has been an impressive growth in the number of papers exploring VSMC diversity in atherosclerosis, with a consequent acceleration of insights into what was known not only about the transition to a macrophage-appearing state, but also about the realization that VSMCs in plaques acquire features of cell types beyond what was previously described. While there is general agreement that VSMCs exhibit a higher degree of plasticity in atherosclerosis than previously appreciated, controversy lingers over the precise in vivo fate(s) of VSMC and their phenotypic states. Questions regarding specific cell states and fates of VSMCs remain despite the availability of VSMC lineage-traced mouse models and similar manipulations available to the field.

Thus, we felt it timely to assess the current state of the molecular understanding of VSMC phenotypic diversity by performing a meta-analysis of the available single cell transcriptomic data from VSMC lineage-traced cells from atherosclerotic mouse models. We were also particularly interested in the molecular features of VSMC-derived macrophage-like cells, not only to learn more about mechanisms for this transition, but also to infer their functional properties and contributions to plaque inflammation, given their aforementioned abundance in atherosclerotic arteries. Also, given the value of an in vitro system to perform intensive mechanistic investigations with potential in vivo relevance, we have also compared transcriptomic and epigenetic changes, which were induced in VSMCs by cholesterol-loading, to the emergent transcriptional profiles from our in vivo meta-analysis. Together with comparisons to single cell transcriptomics in human atherosclerotic lesions and in vitro macrophage signatures, we assess the fidelity of simple in vitro systems to model key aspects of more complex in vivo settings.

## MATERIALS and METHODS

### Murine Atherosclerosis Public Data Download and Integration

Count matrices from four different published single cell RNA sequencing (scRNA-seq) datasets were downloaded from the NCBI Gene Expression Omnibus (accessions listed in Supplementary Table S1) and then analyzed using Seurat version 4.0 [10]. Note that one study fit our other criteria for lineage mapped VSMCs in atherosclerotic lesions yet was not included based on data formatting [11]. Seurat objects were created from each dataset, and cells with <200 counts or >20,000 counts were removed. This is a quality control step, as it is thought that cells with high numbers of counts are more likely to be doublets (two cells caught in the same droplet), while cells with low numbers of counts are thought to be of poor data quality. Similarly, two additional quality control thresholds based on the methods of Alencar et al. [12] were implemented. For each cell, the percentage of counts that come from globin-encoding genes (including alpha, beta, and theta globin subunit genes) and mitochondrial genes was determined. Cells with >10% mitochondrial gene percent expression (which are thought to be of low quality, possibly due to membrane rupture) and cells with ≥5% percent globin gene expression (which are likely to be contaminating erythroblasts) were excluded. Data normalization, variable feature detection, feature scaling, and principal component analysis for 50 PCs were performed in Seurat using default parameters. The data were then normalized and integrated using Harmony [13] using the Seurat wrapper function RunHarmony; the group.by.vars parameter was set to each public dataset used in the analysis. Harmony embeddings were used in all relevant downstream analysis.

### Expression of ZsGreen Transcript in Pan et al.

Fastq files from Pan et al. [14] were downloaded from NCBI GEO using the SRA Toolkit and processed using cellranger count v6.0.0 and aligned to a custom reference mm10/ZsGreen-WPRE genome. The custom genome was constructed using cellranger mkref v6.0.0 on the mm10 reference genome v3.0.0 and the ZsGreen-WPRE coding sequence from an Ai6 construct. The sequence was taken from a plasmid sequence submitted by Hongkui Zeng (Addgene plasmid, Seattle, Washington, USA #22798) [15]. Following cellranger count, the filtered matrix data was analyzed in Seurat as described above.

### Single-Cell Clustering and Annotation

Nearest neighbor detection and clustering were performed using the first 40 Harmony embeddings, followed by dimensional reduction to two dimensions using UMAP [16]. Canonical markers for endothelial cells, normal VSMCs, and fibroblasts were used to annotate relevant clusters (Figure 1). Annotation of fibrochondrocytes (FC) and SEM cells was done using previously reported markers [12,14,17] and evidence from relative UMAP positions. Annotation of leukocytes was done with published scRNA-seq markers [18]. Other immune cell types were annotated using Cluster Identity Predictor (CIPR) Shiny app web tool [19] with reference dataset ImmGen [20]. In order to achieve higher resolution annotation of immune cells, the Seurat object was subset to include only immune cell clusters; nearest neighbor detection, clustering, dimensional reduction, and cluster annotation were performed as described above.

### Marker Discovery and Differential Gene Expression

The Seurat functions FindMarkers and FindAllMarkers were used to detect cluster markers either between clusters or between each cluster and other cells, respectively. To remove potential false positive markers driven by different gene symbol annotations between datasets, we subset marker discovery to gene symbols with non-zero counts in all of the following publication’s data: Wirka et al., Pan et al., and Alencar et al. (Kim et al. was not included because only lineage positive cells were sequenced). This intersection of gene symbols was then passed to the FindMarkers and FindAllMarkers functions’ “features” parameter. To determine markers for lineage positive vs lineage negative cells within a cluster, we stratified cells using the “subset.ident” and “ident.1” parameters in FindMarkers.

### Single-Cell Data Trajectory Analysis

Single-cell trajectory analysis was performed using Monocle3 [21–23]. The Seurat object was subset to include VSMC-lineage positive cells. Following this, the VSMC-lineage positive data was converted into a Monocle3 object using the SeuratWrapper function as.cell_data_set. Following this, cluster_cells, learn_graph (use_partition = F), and order_cells were used to infer the trajectory between healthy VSMCs and VSMC-derived macrophages. Several root nodes were selected from within the normal SMC cluster and passed to order_cells.

### Single-Cell Clustering and Annotation of Human Carotid Artery Data

One scRNA-seq dataset (carotid 1) from Pan et al. [14] of human carotid atherosclerotic lesion cells from an endarterectomy sample was independently clustered and annotated as described above. Additional cluster annotation was performed using manual marker gene queries to the Human Protein Atlas [24].

### Data Visualization of scRNA-seq Data

Data visualizations of scRNA-seq data were performed using Seurat functions DimPlot, DotPlot, FeaturePlot, NNPlot, VlnPlot, VariableFeaturesPlot, and ElbowPlot. The Monocle3 trajectory was visualized using the Monocle3 function plot_cells (with trajectory graph shown and colored by pseudotime).

### Cell Culture and Cholesterol Loading In Vitro

Mouse VSMCs were isolated from thoracic aortas of 8–10 week-old C57BL/6 mice as described [5]. SMC lineage was confirmed by the presence of immunoreactivity for α-actin (Sigma, St. Louis, MO, USA) in >99% of the cells. Cells were grown in DMEM containing 10% FBS, 100 units/mL penicillin, and 100 ug/mL streptomycin. Cells with a passage number <5 were used in all described experiments. Cholesterol was delivered to VSMCs by using Chol:MβCD complex (Sigma, St. Louis, MO, USA, catalog #C4951). Sub-confluent VSMCs were incubated with Chol:MβCD (20 ug/mL) in 0.2% BSA for 24 or 48 h. Cells incubated with 0.2% BSA for 0, 24, or 48 h without Chol:MβCD treatment served as controls [5]. Chol:MβCD concentration was determined to be the maximum that would increase the cholesterol content of the cells (assessed by enzymatic kits as well as by oil red O staining) but would not cause toxicity for up to 72 h. These experiments were performed with approval from the Institutional Animal Care and Use Committee (IACUC) protocol IA16-00494 from NYU Langone Health (New York) approved on 07/31/2017.

Mouse immortalized aortic VSMC cell line (MOVAS, purchased from ATCC, Manassas, VA, USA) was cultured in DMEM supplemented 10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin and 200 μg/mL geneticin, and incubated at 37 °C in 5% CO_2_ environment. Twenty-four hours before cholesterol loading, the culture medium was replaced with DMEM supplemented with 0.02% BSA. Subsequently, the medium was replaced with DMEM supplemented with 0.02% BSA and Chol:MβCD (Sigma, St. Louis, MO, USA, catalog #C4951) for 72 h, after which the cells were collected for scRNA-seq. Approximately 2000 cells treated with 0, 25, 50 and 100 μg/mL cholesterol were pooled, yielding a total of approximately 8000 cells for 10× Genomics Chromium instrument loading. Cell viability prior to loading was >85% for all treatments, as measured by hemocytometry with Trypan blue staining.

### Transcriptional and Epigenetic Profiling

RNA was extracted from cultured VSMCs using the Quick-RNA Micro Prep kit from ZymoResearch (Irvine, CA, USA, #R1051), including optional DNase I treatment. mRNA was selected through poly-A isolation using Oligo d(T)25 beads (New England BioLabs, Ipswich, MA, USA, #S1419S). Selected RNA was fragmented, followed by single strand cDNA synthesis using a Superscript III First-Strand Synthesis System (ThermoFisher Scientific, Waltham, MA, USA, #18080051), followed by second strand synthesis using DNA Polymerase I (Qiagen/Enzymatics, Beverly, MA, USA, #P7050L). dsDNA ends were repaired with T4 DNA Polymerase (Enzymatics, Beverly, MA, USA, #P7080L). Barcode adapters (BIOO Scientific NEXTflex, Austin, TX, USA, #514104) were ligated onto the ends of sequences using T4 DNA Ligase (Enzymatics, Beverly, MA, USA, #L-6030-HC-L) and samples were treated with Uracil DNA Glycosylase (UDG) (Enzymatics, Beverly, MA, USA, #G5010L). Libraries were then amplified by PCR (Phusion Hot Start II, ThermoFisher Scientific, Waltham, MA, USA, #F549L) and purified (ZymoResearch, Irvine, CA, USA, #D5205) for high-throughput sequencing.

ChIP-seq was performed using an H3K27ac antibody (abcam, Cambridge, MA, USA, #ab4729 lot GR45787-1) as previously described [25]. Briefly, cells were fixed at room temperature with 1% paraformaldehyde in PBS for 10 min, and then quenched with glycine. Between 3 and 5 million cells were used for each ChIP. Fixed lysates were sonicated using a BioRuptor Standard (Diagenode, Denville, NJ, USA), and then immunoprecipitated using antibodies bound to a 2:1 mixture of Protein A Dynabeads (Invitrogen, Waltham, MA, USA, #10002D) and Protein G Dynabeads (Invitrogen, Waltham, MA, USA, #10004D). Following immunoprecipitation, crosslinking was reversed, and libraries were prepared using the same method described for RNA-seq beginning with dsDNA end repair and excluding UDG. For each sample condition, an input library was also created using an aliquot of sonicated cell lysate that had not undergone immunoprecipitation. These samples were sequenced as below and used as background during peak calling.

### scRNA-seq Library Preparation, Sequencing and Data Processing for MOVAS Cells

scRNA-Seq was carried out using the Single Cell 3’ Reagent Kit (v3 Chemistry; 10× Genomics) following the manufacturer’s protocol. The library was sequenced in an Illumina NextSeq instrument using the cycling program Read1: 28 bp, Index1: 8 bp, Read2: 91 bp. The cellranger count pipeline (version 3.0.2; 10× Genomics) and the mm10 reference package (version 3.0.0; 10× Genomics) were used to process the sequence read files, including genome alignment, UMI deduplication, transcript counting, cell barcode attachment and cell calling steps. Downstream processing was performed using Seurat (version 3.1.0 [26]) in R (version 3.5.3). For cell quality filtering, cells with 2500–7500 genes detected, 5000–25,000 total UMI-s and <7.5% mitochondrial reads were retained. This resulted in approximately 4300 cells, with a median of 4600 genes and 15000 UMI-s per cell. The RNA counts were processed using the standard scRNA-Seq workflow recommended by the authors of Seurat v3 with a clustering resolution parameter of 1.0. Cluster markers were calculated using the Wilcox test, requiring expression in at least 10% of cells in the cluster and a fold change of at least 0.25. Cluster markers with a positive fold change were used for gene ontology enrichment analysis with the gProfiler web tool (database release 2020-07-22 [27]) using all GO Biological Process gene sets. Gene categories were filtered to exclude unenriched (FDR>5%) and very large (>1000 genes) categories, and GO semantic similarity filtering (Schlicker’s relevance >0.5 [28]) was used to reduce the lists (GOSemSim R package version 2.8.0 [29]). For each cluster, up to 7 enriched categories were selected by *p* value, and the resulting categories were plotted for all clusters.

### Sequencing Data Samples, Mapping, and Normalization

Libraries were sequenced on an Illumina HiSeq 4000 according to manufacturer’s specifications at the University California San Diego and at the University of Chicago. Reads from ChIP-seq experiments were mapped to the mm10 build of the mouse genome with Bowtie2 [30] and RNA-seq reads were mapped to mm10 with STAR [31]. Mapped reads were organized in HOMER [32] using its preferred data structure using the makeTagDirectory function. Expression matrices were calculated in HOMER using the analyzeRepeats function counting tags in the mm10 RefSeq gene body annotations with either no normalization, for input into DESeq2, or with-rpkm, for visualization in heatmaps. Because of low read counts (<1 million) and failure to cluster with replicates, control 48hr replicate 1 was discarded from all downstream analysis.

### RNA-seq Analysis

RNA-seq analysis was performed in R (V4.0.2) using DESeq2 package v1.28.1 [33]. Only genes with more than 70 raw counts in at least one sample were kept. Principal Coordinates Analysis (classical multidimensional scaling) was performed using cmdscale() function on log2 transformed normalized counts obtained with the DESeq2::estimateSizeFactors() function. Differential Expression analysis was done by comparing the full model “~time + treatment:time” against the reduced model “~time” using a likelihood ratio test (LRT), giving 4143 genes with an adjusted *p*-value <0.05. These 4143 DE genes were clustered with the pheatmap package (v1.0.12) using “correlation” clustering distance after row *Z*-scaling of normalized counts, and genes were split into their main four clusters by cutting the dendrogram tree row with cutree() at *k* = 4. We then further filtered each cluster by only keeping genes with an absolute log fold change of 0.6 or larger in either the 24 or 48 h pairwise contrast between cholesterol and control samples. This resulted in a total of 1702 genes with both *p*_adj_ < 0.05 and |logFC| ≥ 0.6 across all 4 clusters (C1 = 684, C2 = 264, C3 = 225, C4 = 529), also visualized as volcano plots generated with ggplot package (v3.3.2). Next, we calculated the mean of mean-centered and variance-scaled normalized counts for the genes in each of the clusters at every control and treatment time point, as performed previously [34]. Heatmaps of Cholesterol Biosynthetic and Unfolded Protein Response genes were made using the R package “gplots” heatmap.2 function. Genes sets for all 4 clusters were input in separate analyses using Ingenuity Pathway Analysis (Qiagen) “Core Analysis” option.

### ChIP-seq Analysis

ChIP-seq H3K27ac-defined genomic regions were identified relative to un-immunoprecipitated, fixed chromatin, or “input”, as a negative control. Peaks were called using HOMER with the findPeaks program using the - histone option. Differential peaks between experiments were determined using the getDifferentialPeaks program with default parameters (normalized tag count difference >4 fold and poisson enrichment *p*-value < 0.0001). Peak merging was performed in HOMER using the “mergePeaks” program to define the union of H3K27ac regions. Each region was centered on the calculated greatest Nucleosome Free Region (NFR) using the -nfr option. The center of the NFR generally has very few H3K27ac tags because this corresponds to the location of TF binding and histone/nucleosome exclusion. In Figure 5B, the central 200 bp sequences of all promoter distal H3K27ac regions (defined as > 3kb from promoter start sites using RefSeq annotations in getDistalPeaks.pl in HOMER) were input for de novo motif analysis using HOMER’s “findMotifsGenome.pl” program. GC-matched 200 bp background sequences are sampled from the genome and used as background for enrichment analysis. Differential H3K27ac regions in cholesterol loading relative to control were defined using “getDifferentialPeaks.pl” with the 24 h cholesterol loaded sample as the foreground and the 24 h control as the background. Motif finding was calculated using the central 100 base pair sequences for cholesterol-up-regulated regions as the foreground and control-up-regulated sequences as the background. Histograms of motif frequency were calculated in annotatePeaks.pl using the -m and -hist options, which output the frequency (y-axes) relative to the center of the NFR (0 bp on x-axes).

### Comparison of in vivo scRNA-seq Data to In Vitro Bulk RNA-seq and In Vitro Microarray Data

Meta-analyzed murine scRNA-seq data and in vitro cholesterol treated murine VSMC bulk RNA-seq data were compared along with five other publicly available datasets (described in Supplementary Table S1). Gene expression values for each cell cluster were produced using the AverageExpression function in Seurat (which exponentiates log data, therefore output is depth normalized in non-log space); gene symbols were again filtered to included symbols at the intersection of three publications’ data (see explanation above in “Marker Discovery/Differential Gene Expression”). Following this, mean expression values for replicate experiments were calculated; two replicates from the in vitro RNA-seq data were not included (control 48 h replicate 1, as noted above, and control 0 h replicate 1) because of their failure to cluster with other replicates of the same condition. Hierarchical clustering of each experimental observation or cell cluster was then performed using the scipy.clustering.hierarchy function linkage (with method = “complete” and a user defined distance metric) in python(v3.8.5). Spearman correlation was used as the distance metric (1 minus Spearman correlation co-efficient); we reasoned that a non-parametric correlation metric should be robust to differences in distributions between the datasets. Sample clustering was performed using the top 2000 most variable genes in the meta-analyzed mouse in vivo data (this number was pre-specified before our analysis based on the default argument of Seurat’s FindVariableFeatures). Only genes/orthologs measured across all platforms were used for pairwise distance calculations, which involved excluding some of the 2000 most variable genes. For bulk RNA-seq VSMC samples, expression values were normalized using RPKM. oxLDL and M1/M2 macrophage bulk RNA-seq data were analyzed using reported expression values (TPM and featureCounts, respectively). Human/mouse orthologs were determined using gene symbol sharing. Dendrogram figures were generated using the scipy.clustering.hierarchy dendrogram function, and heatmaps plots were generated using pandas.DataFrame.corr (method = “spearman”) and the seaborn (version 0.11.1) clustermap function.

## RESULTS

### Meta-Analysis of VSMC Lineage Traced scRNA-seq Datasets

To gain insight into the diversity of VSMC-derived cell types in murine arterial plaques, and to evaluate their relationships to an in vitro system, we analyzed public data from four recent publications that utilized VSMC lineage tracing in mouse models of atherosclerosis [12,14,17,35] (Table 1). Criteria for inclusion included the availability of scRNA-seq (scRNA-seq) data that were generated from arteries over a time course of high fat feeding in *Apoe^−/−^* or *Ldlr^−/−^* (also called *Apoe* and *Ldlr* knock out (KO)) mice whose VSMCs were lineage traced through tamoxifen induction of Cre-ERt downstream of the Myh11 promoter that ultimately causes a fluorescent protein to be permanently expressed in lineage positive cells [36]. To generate a normalized and integrated dataset for meta-analysis, we employed Harmony [13] on over two dozen different experimental conditions including FACS-sorted VSMC lineage traced cells, lineage negative cells, and unsorted cells (Supplementary Table S1). This resulted in a dataset of >70,000 cells after quality control filtering (METHODS). Clustering of cells in Seurat [10] resulted in 24 different clusters. We visualized the integrated data using uniform manifold approximation and projection [16] (UMAP) for dimensionality reduction (Figure 1A). Cells in the UMAP were colored as VSMC lineage positive, negative, or unsorted based on the relevant experiments from the included datasets (Figure 1B). We annotated the clusters using cell type markers available defined in previous reports, using CIPR [19], and using a recent meta-analysis of leukocytes in atherosclerosis [14,18]. This led to the following cluster designations: 3 SMC clusters, 1 SEM cluster (stem-cell, endothelial cell, monocyte) that has been proposed to represent an intermediate VSMC phenotypic switching state [14], 1 fibro-chondrocyte (FC) cluster, 4 fibroblast (fibro.) clusters, 3 endothelial (endo.) cell clusters, 2 T-cell clusters (one IL17^+^ and one CD8^+^), 1 B-cell cluster, 3 macrophage clusters, 2 monocyte/dendritic (mono/DC) cell clusters, 1 neutrophil (neutro.) cluster, and 3 other clusters of various cells (neurons, striated muscle, and mesothelial, which was annotated based on its expression of Msln and Upk3b [37]) (Figure 1A). We find that the greatest proportion of VSMC lineage-positive cells reside in the SMC, SEM, and FC clusters with notable representation in the macrophage clusters as well.

We plotted the expression of several marker genes in Figure 1C, including myosin heavy chain (Myh11), whose promoter sequence is used to drive the VSMC lineage tracing. As previously shown, Myh11 expression is most prevalent in the VSMC clusters with decreasing expression into the SEM locale where Vcam1 is characteristically expressed. Expression of Acta2 (smooth muscle cell alpha-actin) shows a similar pattern as Myh11. Macrophage-related markers Lgals3 and Cd68 are most highly expressed in the macrophages, though Lgals3 is also expressed in the FCs and SEMs. Additional markers are expressed in various combinations of cell types with FCs and Fibros, including Spp1 (FC and Macs), Serpinf1 (Fibros), Dcn (Fibros and FCs), Clec3b (Fibros) and Fn1 (SEMs, FCs, Fibros, and Macs). While few of these transcripts define absolute boundaries between clusters, their distributions remain useful for interpreting cell state and fate. More quantitative representations are shown in Figure 1D for these and additional transcripts. Marker genes for cell clusters are recorded in Supplementary Table S2.

Next, we submitted the top 100 differentiating transcripts per cluster (versus all other cells, sorted by ascending *P*-value) to the pathway analysis enrichment program Metascape [38]. The 20 enriched terms are shown in Figure 1D. As expected, immune cell clusters were highly enriched in immune-related ontologies such as ‘inflammatory response’ and ‘regulation of cytokine production’. Non-immune cell cluster enrichments included ‘blood vessel morphogenesis’ (SMCs/FCs/Endos/Fibros), and ‘extracellular matrix proteoglycans’ (FCs). Interestingly, the macrophage cluster Mac2 was highly enriched for the ‘cell division’ ontology, indicating this population to be highly proliferative.

### Transcriptome-Based Cell Type Characterization Is Variable across Five Studies

Given the presence of VSMC lineage positive cells across multiple clusters in our meta-analysis, we next sought to identify patterns of transcriptionally defined populations of VSMC positive and VSMC negative cells in atherosclerotic lesions over time and across studies. Five datasets (Table 1) in our meta-analysis were fit for this analysis, including two from Pan. et al. [14]: one with *Apoe^−/−^* mice fed a HFD (high fat diet; synonymous WD, or western diet herein) for 8, 16, and 22 weeks, and another with *Ldlr^−/−^* mice for 0, 8, 16, and 26 weeks on an HFD. The third was reported by Wirka et al. [17] using *Apoe^−/−^* mice with HFD for 0, 8, and 16 weeks. The fourth and fifth datasets did not evaluate VSMC lineage negative cells, and were excluded from this analysis. Clusters were combined for each cell type (i.e., SMC1, SMC2, and SMC3 became SMC) and proportions were computed for both VSMC lineage positive and lineage negative cells (Figure 2A).

The primary observation from these data was the considerable variability across studies, which was further confirmed when looking at each sample individually (Supplementary Figure S1; origin of samples in Supplementary Table S1). In particular, proportions of VSMCs and macrophages were most variable with relatively more VSMCs, and fewer macrophages, observed in Wirka and Kim datasets relative to Pan and Alencar.

We sought to determine whether auto-fluorescence could explain the high prevalence of lineage positive macrophages in the data from Pan et al., so we downloaded their raw sequencing data and mapped it to a custom mm10 genome with the ZsGreen1-WPRE sequence from the Cre-inducible Ai6 reporter [15]. We find that expression of ZsGreen transcripts are highly variable between cell type clusters; we also find that ZsGreen transcript is consistently higher in lineage-positive sorted cells compared to lineage-negative cells of the same cluster (Supplementary Figure S2). This result suggests that lineage positivity of sorted macrophages is unlikely to be the result of auto-fluorescence.

Despite these differences, we found that the proportion of ‘contractile’-like VSMCs consistently decreases with weeks on HFD, whereas proportions of SEMs and macrophages increase. Together, the high degree of variability in cell proportions for atherosclerotic scRNA-seq data raises questions as to the sources of this variation.

### Analysis of only VSMC Lineage Positive Cells Discloses a Trajectory Linking VSMCs to Macrophages

Over 40 thousand VSMC lineage positive cells were present in this meta-analysis, which we reasoned would allow us to make inferences about the re-differentiation trajectories of VSMCs in atherosclerosis. Therefore, we submitted only VSMC lineage positive cells to Seurat’s dimensionality reduction and visualization (Figure 2B). We found that the SMC/SEM/FC/Fibro clusters remained adjacent to one another, whereas cells in macrophage clusters Mac1 and Mac3 were now adjacent to cells in Mac2 that stretched toward the SMC/SEM/FC/Fibro clusters along UMAP axis 1 (Figure 2B). We applied pseudotime analysis in Monocle3 [21–23], which resulted in many trajectories originating in the SMC1 cluster. Interestingly, one trajectory included a link connecting the Fibro1 cluster to Mac2 and concluding in Mac1 (Figure 2C). Notably, several trajectories were drawn among non-macrophage clusters with many traversing the SEM population. This result is consistent with the proposed model that SEMs are a de-differentiated VSMC state from which other VSMC-derived cell types arise [14]. Interestingly, we find that the Mac2 cells are enriched in pro-proliferative transcripts, including Plk1, Birc5, and Ccna2 (Figure 1D and Supplementary Figure S3). This may represent a transitory proliferative VSMC phenotype that occurs upon trans-differentiation to a macrophage-like state. We sought to further investigate the hypothesis that VSMCs transdifferentiate into macrophages first through an SEM phenotype and then through a fibroblast-like phenotype followed by a proliferative macrophage-like state. For each cell in the Mac2 cluster, we visualized the twenty nearest neighbors to that cell in high dimensional space (the Harmony embedding). We find that many nearest neighbors of Mac2 fall in the other macrophage clusters (consistent with our hypothesis), and many nearest neighbors of Mac2 are scattered across the SMC, SEM, FC, and Fibro clusters, which is inconsistent with our hypothesis; specifically, it demonstrates that the trajectory through a fibroblast-like state is likely an oversimplification resulting from the dimensionality reduction. Thus, we conclude that while Mac2 may represent a phenotypic intermediate between VSMCs and VSMC-derived macrophages, it is unclear what other intermediate states a VSMC must progress through to re-differentiate into a macrophage.

### Re-Clustering of Immune Cells Shows Cellular Subtypes and Differential Expression between Lineage Positive and Lineage Negative Macrophages

We next reasoned that re-clustering and re-visualizing non-SMC/SEM/FC/Fibro/EC cells could provide better resolution of immune cell states. The UMAP from this analysis, from 13.4 thousand cells in Figure 3A consisted of 18 cell clusters with the following annotations derived from marker genes reported by the recent meta-analysis of leukocytes in murine atherosclerosis [18]: 6 Trem^2+^ Foamy Macrophage clusters (FoamyMac1-6), 1 resident macrophage cluster, 1 inflammatory macrophage cluster, 1 macrophage/monocyte mixed cluster, 3 monocyte and dendritic cell mixed clusters (mono/DC1-3), 1 neutrophil cluster, 1 CD8^+^ T cell cluster, 1 IL17^+^ T cell cluster, 1 B cell cluster, and 2 other stromal clusters (Figure 3A). Marker genes for the re-clustered immune cells are displayed in Supplementary Table S3. The comparison of VSMC lineage positive to negative cells in this UMAP supported that VSMC positive immune-like cells are most similar transcriptionally to macrophages because they align with those clusters (Figure 3B). Using reported markers from a recent meta-analysis of leukocytes in atherosclerosis, we annotated each immune population [18]. Discriminating markers from this analysis are shown in Figure 3C. We found VSMC lineage positive cells were most prevalent in foamy macrophage clusters (between 23–68% of cells in 5 of 6 foamy macrophage clusters; Figure 3C,D). We also found VSMC lineage positive cells composed more than 50% of inflammatory macrophages, cells in the mono/CD cluster, and greater than 30% of resident macrophages. Next, to ascertain which transcripts were most specific to VSMC lineage positive versus negative cells in these clusters, we identified the top 50 most up-regulated genes (Figure 3E; top heatmap colors are log2 fold changes of lineage pos versus lineage neg). We next queried which in vivo clusters these genes are abundantly expressed in and found that they are generally highly expressed in one of a variety of cell types within the atherosclerotic plaque, including SMCs, SEMS, FC and macrophages (Figure 3E, bottom). Notably, Acta2 is more highly expressed among lineage positive macrophages than among lineage negative macrophages. Considerable variability in lineage positive cells per cluster is observed across individual samples and studies (Supplementary Figure S4), making absolute quantification of lineage positive cells challenging.

### Widespread Transcriptional Changes Are Induced by VSMCs Cholesterol Loading In Vitro

To model gene expression changes consequent to high cholesterol exposure as occurs in atherosclerotic lesions, we exposed murine VSMCs isolated from aortic segments of C57BL6/J mice to 20 ug/mL cyclodextrin-cholesterol complexes or control (0.2% BSA) for 0, 24, and 48 h in vitro (METHODS, “Cell culture and cholesterol loading in vitro”) RNA sequencing (RNA-seq) was performed on biological triplicates yielding an average of 21.46 million mapped reads per sample following the removal of one sample for low read count (<1 million, control 48 rep1) (Supplementary Table S4). 

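Polyadenylated RNA from cultured primary smooth muscle cells of the mouse aorta was sequenced on an Illumina HiSeq in 14 libraries. Cholesterol was delivered as a complex with methyl-β-cyclodextrin, a ring of sugars that carries sterols into solution. Control cells did not receive the complex. Effects of cholesterol therefore cannot be told apart from those of its carrier. The libraries were 3 of control cells at 0 h, 3 of control cells at 24 h, 2 of control cells at 48 h, 3 of cholesterol-loaded cells at 24 h and 3 of cholesterol-loaded cells at 48 h. The paper discarded the first control replicate at 48 h, which is not analysed here. Mapped reads per library, as Supplementary Table 4S lists them, ranged from 7235821 to 28270034 in control cells at 0 h (median 14939103) and from 25232114 to 32856897 in control cells at 24 h (median 29498282). They were 12277018 and 12638126 in control cells at 48 h. Cholesterol-loaded cells had 27057700 to 33466913 mapped reads at 24 h (median 30382843) and 9490481 to 22307066 at 48 h (median 14764286). The authors mapped reads to mm10 with STAR and counted tags over whole RefSeq gene bodies, introns included, with HOMER. The deposited values are RPKM per transcript. Their low values are whole multiples of 1 tag, which gives totals of 2726780 to 7590880 tags per library, fewer than the mapped reads of Supplementary Table 4S. These tag totals had medians of 4782240, 7130640 and 3928430 in control cells at 0 h, 24 h and 48 h, and of 7329200 and 4707680 in cholesterol-loaded cells at 24 h and 48 h. For each gene the transcript with the highest mean was kept, and libraries were rescaled by the median of ratios to a reference library. The 12648 genes with more than 70 estimated reads in at least 1 library were tested with limma on log2(normalized RPKM + 1). Fold changes on this scale understate the change of genes with low RPKM. Ratios of mean normalized RPKM are given beside them. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and a gene was called at an adjusted p under 0.05.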

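Each of the 14 libraries had a library of its own group as its nearest neighbour among the profiles of 12648 genes. Cholesterol-loaded and control cells stood farther apart at 48 h, with a mean Euclidean distance of 30.2 on the log2 scale, than at 24 h, with 17.08. Within groups, the mean distance was 10.62 in control cells at 24 h and 9.7 in cholesterol-loaded cells at 24 h. It was larger in control cells at 0 h (19.15) and in cholesterol-loaded cells at 48 h (20.23), and was 15.69 between the 2 control libraries at 48 h. The largest distance within a group, 24.85, was in control cells at 0 h, and the smallest between groups, 15.33, lay between control cells at 0 h and at 24 h. Leaving out control 0 h replicate 2, control 48 h replicate 2, control 48 h replicate 3 or cholesterol 48 h replicate 3 left 12 of the remaining 13 libraries with a nearest neighbour of their own group. Without either control 48 h library, the other is alone in its group and cannot have such a neighbour.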

To explore the unbiased global expression changes, we performed Principal Coordinates (PC) Analysis and observed tight concordance between replicates of the same condition (Figure 4A). 

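The first coordinate of classical multidimensional scaling held 35.8% of the variance and the second 22.8%. On the first coordinate, control cells lay between -10.15 and -9.75 at 0 h, between -7.16 and -5.83 at 24 h, and at -4.67 and -4.15 at 48 h. Cholesterol-loaded cells lay between 1.18 and 1.77 at 24 h and between 15.84 and 21.42 at 48 h. On the second coordinate, cells at 24 h lay between -11.46 and -9.13 with cholesterol and between -5.47 and -4.54 without it. Cells at 48 h lay between 0.61 and 6.55 with cholesterol and at 7.69 and 7.88 without it. The control libraries of 0 h were spread over the second coordinate, at 17.68 in the library with the fewest tags, 4.6 in the next and -3.4 in the one with the most.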

The 1st PC corresponded with duration of cholesterol loading and the 2nd PC diverged with time. 

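Abca1, the transporter that exports cholesterol from cells, had the largest rise at 24 h on the scale of log2(RPKM + 1) among called genes with a mean normalized RPKM of at least 1, and Tm7sf2, a sterol reductase of cholesterol synthesis, the largest fall on that scale. Abca1 (NM_013454) lies on chromosome 4 of mm10 from 53030789 to 53159895. Its normalized RPKM was 0.552 ± 0.0127 (SD, n = 3) in control and 4.25 ± 0.0816 (n = 3) in cholesterol-loaded cells at 24 h, a ratio of 7.70 (log2 fold change 1.76, standard error 0.109, adjusted p = 1.66e-06 from limma). At 48 h the ratio was 8.63 (log2 fold change 1.93, adjusted p = 7.05e-07). Tm7sf2 (NM_028454), on chromosome 19 of mm10 from 6062821 to 6067850, fell from 12.3 ± 1.12 to 2.77 ± 0.228 at 24 h, so that control cells held 4.42 times as much (log2 fold change -1.81, standard error 0.105, adjusted p = 1.12e-06 from limma). Hsd17b7, another enzyme of cholesterol synthesis, had the larger ratio at 24 h (5.51 times as much in control cells) and the largest such fall at 48 h, from 4.83 ± 0.280 (SD, n = 2) to 1.03 ± 0.0409 (n = 3), with 4.68 times as much in control cells (log2 fold change -1.52, adjusted p = 3.87e-08 from limma). The largest such rise at 48 h was in Derl3, a component of endoplasmic reticulum-associated degradation, which went from 0.557 ± 0.638 in control cells to 8.38 ± 0.377 in cholesterol-loaded cells. In all, 3033 of 12648 genes (24%) changed with cholesterol at 24 h or 48 h in limma's F-test over both contrasts. Of these, 373 also had an absolute log2 fold change of at least 0.6 at either time. Voom weights on estimated reads gave 1376 genes past both thresholds, and a pseudocount of 0.1 gave 1034.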

Differential expression analysis identified 4143 differentially expressed genes across the dataset at a False Discovery Rate (FDR) [39] of 5%. Together, these findings demonstrate that exposure of VSMCs to a cholesterol-rich environment reorganizes their transcriptional program.

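At 24 h, 314 genes were higher and 375 lower with cholesterol, and at 48 h 1503 were higher and 1636 lower. Of these, 242 were higher and 289 lower at both times, where independent lists would share 37 and 49. Both contrasts use the same estimate of the spread of each gene, so the lists are not independent by construction. The excess thus does not measure a shared response. Genes that rose at both times include Atf3, a transcription factor induced by stress (4.36 times its control value at 24 h and 6.77 times at 48 h), and Nfil3, a bZIP repressor (2.7 and 6.40 times). The secreted factors Adm2 (2.13 and 5.58 times) and Angptl6 (2.55 and 5.15 times) and the glycosyltransferase Extl1 (3.13 and 6.16 times) did so too. Among genes that fell most at 48 h outside cholesterol synthesis were Akap5, a scaffold of protein kinase A (15.0 to 5.37 RPKM), Thbs2, a matrix glycoprotein (6.38 ± 0.255 to 2.06 ± 0.121 RPKM), and Aqp1, a water channel (2.26 times as much in control cells). The effect of cholesterol differed between 24 h and 48 h in 680 genes by limma's test of the difference, of which 290 had a larger log2 fold change at 48 h and 390 a smaller one. The number of genes higher at 24 h was 180, 139 and 152 without control 24 h replicate 1, 2 and 3, 158, 151 and 162 without cholesterol 24 h replicate 1, 2 and 3, and 488 without cholesterol 48 h replicate 1. The number lower at 24 h was 228, 181 and 181 without control 24 h replicate 1, 2 and 3, and 194, 177 and 199 without cholesterol 24 h replicate 1, 2 and 3. Without control 48 h replicate 3, 943 genes were higher and 1065 lower at 48 h. The number that differed between times was 422 and 441 without control 24 h replicate 2 and 3, 407 and 423 without control 48 h replicate 2 and 3, and 440 and 430 without cholesterol 24 h replicate 2 and 3. With array weights 1292 genes were higher and 1477 lower at 24 h, and with only the groups compared in the model 970 and 1152. The latter model called 569 higher and 739 lower genes at 48 h, fewer than at 24 h. The order of the 2 times thus depends on which libraries share the estimate of the spread. From the separation of the libraries and the differentially expressed genes, the paper concludes that a cholesterol-rich environment reorganizes the transcriptional program of VSMCs.

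**Figure D1:**
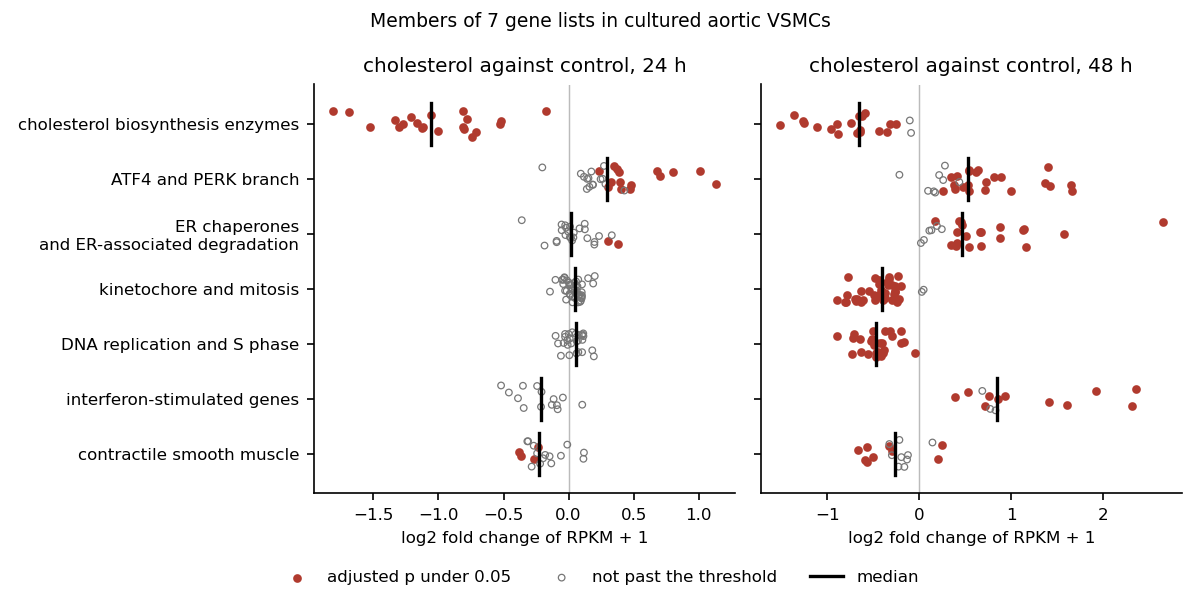
Log2 fold change of cholesterol-loaded against control cells at 24 h and 48 h (x axis) for the members of 7 gene lists (y axis); each point is 1 gene, filled where its adjusted p from limma is under 0.05, and the bar is the median of the list. The cholesterol biosynthesis enzymes lie below 0 at both times, and at 48 h so do the DNA replication genes and the kinetochore genes apart from Pttg1 and Zwint.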

To better understand the biological pathways regulated by cholesterol in VSMCs, we utilized the hierarchical relationship among differential gene profiles to identify distinct patterns of gene expression. This resulted in 4 regulatory profiles, or clusters (Figure 4B,C; Supplementary Figure 5SA). 

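The 3033 genes that changed were split into 4 parts by complete linkage on the correlation of their Z-scores, with 1031, 509, 282 and 1211 genes. Each part was matched to the profile that the text describes for clusters 1 to 4. Of these genes, 121, 60, 15 and 177 also passed the threshold on log2 fold change. Enzymes of cholesterol synthesis made up 14 of the 60 genes of cluster 2, genes of mitosis 11 of the 121 of cluster 1, and genes of the ATF4 and PERK branch 12 of the 177 of cluster 4. The sizes moved with single libraries. Cluster 1 held 67 genes without control 24 h replicate 1, 79 without cholesterol 48 h replicate 1 and 12 without cholesterol 48 h replicate 2. Cluster 2 held 29 and 38 without control 0 h replicate 2 and 3, 94 without control 24 h replicate 3, 39 without cholesterol 24 h replicate 2, and 38 and 167 without cholesterol 48 h replicate 1 and 2. Cluster 3 held 7 and 47 without control 0 h replicate 1 and 2, 32 and 70 without control 24 h replicate 1 and 3, 5 without control 48 h replicate 2, 143 and 5 without cholesterol 24 h replicate 1 and 3, and 75, 193 and 5 without cholesterol 48 h replicate 1, 2 and 3. Cluster 4 held 117 without control 24 h replicate 3, 38 without cholesterol 24 h replicate 1 and 13 without cholesterol 48 h replicate 2. They moved as much with the processing. Clusters 1 to 4 held 376, 139, 98 and 421 genes with a pseudocount of 0.1, 507, 293, 185 and 391 with voom weights, and 184, 0, 0 and 189 with average linkage. Clusters 3 and 4 held 178 and 6 genes without a trend in eBayes and 171 and 2 with array weights, and clusters 1 and 2 held 12 and 187 with a replicate block.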

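Tcf19, a gene of the G1 to S transition, fell at 48 h, with 2.57 times as much in control cells (log2 fold change -1.21, adjusted p = 1.64e-06 from limma), as did Mki67, the proliferation marker, from 7.62 ± 0.353 (SD, n = 2) to 3.78 ± 1.40 RPKM (n = 3; log2 fold change -0.90, adjusted p = 0.00412). The part of the tree that holds them had a median log2 fold change of -0.26 at 24 h and -0.69 at 48 h among its genes past both thresholds. The mean Z-score of these genes was 0.55, 0.53 and 0.87 in control cells at 0 h, 24 h and 48 h, and -0.31 and -1.35 in cholesterol-loaded cells at 24 h and 48 h. The matrix and cartilage genes Acan, Col2a1 and Sox9 were in the same part.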

Cluster 1 transcripts (*n* = 684) summarizes a profile of stepwise down-regulation by cholesterol loading compared to control (Figure 4C). Pathway analysis found this gene set to be significantly enriched for kinetochore metaphase signaling pathway genes, as well as genes involved in the G2/M DNA damage cell cycle checkpoint (Figure 4D; green bars). 

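Genes of the mitotic spindle and of DNA replication fell together at 48 h and not at 24 h. Of 43 measured genes of the kinetochore and mitosis, 41 were lower at 48 h and none higher, both over all genes and adjusted over the list alone, with a median log2 fold change of -0.40. The 2 that did not pass were Pttg1 (log2 fold change 0.03, adjusted p = 0.84) and Zwint (0.05, adjusted p = 0.575). Aurkb, the mitotic kinase, fell from 5.73 to 2.83 RPKM (log2 fold change -0.81, adjusted p = 0.000652), and Top2a, topoisomerase II, from 8.12 to 4.32 (-0.78, adjusted p = 3.30e-05). Ccna2, the S and G2 cyclin on chromosome 3 of mm10 from 36564865 to 36571996, fell from 10.6 ± 0.404 (SD, n = 2) to 5.73 ± 0.498 (n = 3; log2 fold change -0.79, standard error 0.0720, adjusted p = 1.21e-05 from limma). Plk1, the polo-like kinase, had a log2 fold change of -0.40, adjusted p = 0.00492, and Birc5, survivin, one of -0.68, adjusted p = 0.00346. All 27 measured genes of DNA replication and S phase were lower at 48 h (median -0.47), among them Mcm5, a subunit of the replicative helicase (4.10 to 2.08 RPKM), and Uhrf1, which maintains DNA methylation (3.38 to 1.66 RPKM). At 24 h limma called none of the 43 or the 27, with 4 mitotic and 3 replication genes higher and none lower at an unadjusted p under 0.05. Array weights called 4 of each list as higher at 24 h, and voom weights 1 of each. The difference between the times was itself called in 34 of 43 mitotic genes (41 adjusted over the list alone) and in 24 of 27 replication genes (27 adjusted over the list alone). Without control 24 h replicate 2 the first of these counts was 22. In cluster 1, 11 of 43 mitotic genes were found where 0.41 would be expected (Fisher's exact test, one-sided, adjusted p = 5.04e-12), and 6 of 27 replication genes, among them Fen1, Mcm4 and Rrm2 (expected 0.26, adjusted p = 2.49e-06). Against all other genes, the mitotic list was lower at 48 h by camera (adjusted p = 3.06e-21, and 0.033 with an estimated correlation), as was the replication list (1.74e-18, and 0.033 with an estimated correlation). With genes of a mean RPKM of at least 1 alone, 27 mitotic genes were called.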

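Tm7sf2, Hmgcs1, Idi1, Sqle and Lss, enzymes of cholesterol synthesis, lie in a part of the tree whose genes past both thresholds had a mean Z-score of -0.23, 0.55 and 1.51 in control cells at 0 h, 24 h and 48 h. With cholesterol the mean was -0.66 at 24 h and -0.67 at 48 h. The median log2 fold change was -0.42 at 24 h and -0.74 at 48 h over these genes. Thbs2 lies in the same part.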

Cluster 2 transcripts (*n* = 264) fit a pattern whereby time in control media up-regulates expression and exposure time to cholesterol down-regulates expression (Figure 4C). This gene set is highly enriched in members of the super-pathway of cholesterol biosynthesis that is known to be inhibited by high extracellular cholesterol levels [40,41]. 

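Of 21 measured enzymes of cholesterol synthesis, 14 lay in cluster 2 past both thresholds, where 0.1 would be expected (Fisher's exact test, one-sided, adjusted p = 5.68e-27). Among them are Acat2 and Hmgcs1 at the start of the mevalonate pathway, Mvk, Mvd, Idi1, Fdps, Fdft1, Sqle and Lss, and Cyp51, Msmo1, Sc5d and Tm7sf2, which modify lanosterol and its products. A further 4, among them Dhcr7, Hsd17b7 and Nsdhl, which act late in the pathway, lay in cluster 1 (expected 0.2, adjusted p = 0.00037). No other of the 22 lists passed this test among the genes of cluster 2 past both thresholds. Over the whole of cluster 2, without the threshold on fold change, 4 of 14 genes of fatty acid synthesis, Acly, Elovl6, Fads1 and Scd1, also did (expected 0.56, Fisher's exact test, adjusted p = 0.0138).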

Expression for genes in this pathway is visualized by heatmap in Figure 4E, and with respect to their location in the metabolic pathway in Supplementary Figure 5SB. Notably, cholesterol loading down regulated nearly every enzyme in the cholesterol biosynthetic pathway in vitro. 

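All 21 measured enzymes of cholesterol synthesis were lower with cholesterol at 24 h, with a median log2 fold change of -1.06, and 19 were lower at 48 h, with a median of -0.66. The counts adjusted over the list alone were also 21 and 19. Hmgcs1, which makes HMG-CoA, fell at 24 h from 11.5 ± 0.523 to 3.35 ± 0.156 RPKM (SD, n = 3 in each; log2 fold change -1.53, standard error 0.0770, adjusted p = 5.06e-07 from limma). Control cells held 2.94 times as much Mvd at 24 h and 1.59 times at 48 h, 2.91 and 1.69 times as much Lss, 2.74 and 2.34 times as much Sqle, and 2.62 and 1.40 times as much Fdps. For Nsdhl the ratio was 3.8 at 24 h and 3.06 at 48 h. Ebp (-0.10, adjusted p = 0.54) and Pmvk (-0.09, adjusted p = 0.628) did not pass the test at 48 h. Limma's test of the difference between the times called 6 enzymes, each lowered less at 48 h. Adjusted over the list alone, it called 10 lowered less and 1, Lbr, lowered more. The list was lower than other genes by camera at 24 h (adjusted p = 2.65e-52, and 0.00285 with an estimated correlation) and at 48 h (3.85e-18, and 0.033 with an estimated correlation).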

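None of the 22 lists was over-represented (Fisher's exact test, one-sided) among the 15 genes past both thresholds in the part of the tree with 282 genes. Over all 282 the mean Z-score was 0.44, -0.27 and -0.8 in control cells at 0 h, 24 h and 48 h, and 0.6 and -0.23 in cholesterol-loaded cells at 24 h and 48 h. Over the 15 genes alone it was 0.53, -0.48 and -1.06 in control cells and 0.22 and 0.44 with cholesterol, and their median log2 fold change was 0.21 at 24 h and 0.82 at 48 h. Over the whole part, without the threshold on fold change, it held 6 of 27 genes of DNA replication and S phase, among them Mcm2, Mcm3 and Cdt1 (expected 0.6, Fisher's exact test, adjusted p = 0.000256), and no other list passed.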

The behavior of transcripts in cluster 3 (*n* = 225) is described by progressive down-regulation in control media; however, this set is not enriched in any pathways tested. Lastly, transcripts in cluster 4 (*n* = 529) exhibit progressive up-regulation by cholesterol over time relative to controls (Figure 4C). This gene set is enriched in the Unfolded Protein Response (UPR) pathway. 

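Chac1, which degrades glutathione, and Trib3, a pseudokinase induced by ATF4, rose at both times. Chac1 was 2.11 times its control value at 24 h and 2.86 times at 48 h (log2 fold change 1.01, adjusted p = 3.28e-06 and 1.43, adjusted p = 2.41e-07 from limma), and Trib3 was 1.81 and 3.40 times its control value. The genes of the cluster past both thresholds had a median log2 fold change of 0.30 at 24 h and 0.86 at 48 h. Their mean Z-score was -0.52, -0.54 and -0.84 in control cells at 0 h, 24 h and 48 h, and 0.17 and 1.46 in cholesterol-loaded cells at 24 h and 48 h.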

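Genes of the ATF4 and PERK branch rose at both times, while chaperones and degradation factors of the endoplasmic reticulum rose mainly at 48 h. Of 30 measured genes of the ATF4 and PERK branch, 15 were higher at 24 h (21 higher and 1 lower adjusted over the list alone) and 22 at 48 h (25 higher and 1 lower adjusted over the list alone), and none was lower over all genes. Ddit3, which encodes CHOP and lies on chromosome 10 of mm10 from 127290793 to 127296288, rose from 11.5 ± 0.553 to 19.4 ± 0.422 RPKM at 24 h (SD, n = 3 in each; log2 fold change 0.71, standard error 0.0590, adjusted p = 1.71e-05 from limma) and from 11.3 ± 0.448 (n = 2) to 31.6 ± 2.15 (n = 3) at 48 h (log2 fold change 1.40, standard error 0.0660, adjusted p = 1.25e-07 from limma). Gdf15, a stress-induced cytokine, was 2.02 times its control value at 48 h, and Eif2ak3, which encodes PERK, had a log2 fold change of 0.35, adjusted p = 0.000662. Of 26 measured genes of ER chaperones and ER-associated degradation, 20 were higher at 48 h (22 adjusted over the list alone) and none was lower. They include Hspa5, the chaperone BiP (78.2 ± 0.587 to 145 ± 13.9 RPKM, log2 fold change 0.88, adjusted p = 0.00111), and Sdf2l1, its cofactor (3.23 times its control value). At 24 h Herpud1 (0.38, adjusted p = 0.00315) and Dnajb9 (0.30, adjusted p = 0.0487) were called, and 3 adjusted over the list alone. The difference between the times was itself called in 14 of the ER genes (20 adjusted over the list alone), each larger at 48 h, and in 9 and 8 of them without control 48 h replicate 2 and 3. It was also called in 7 of the ATF4 and PERK genes (12 adjusted over the list alone), each larger at 48 h. By camera with an estimated correlation, the difference had an adjusted p = 0.123 for the ATF4 and PERK branch and 0.0782 for the ER list. The 2 lists were not tested against each other. The count of ER genes higher at 24 h was 1 without any of the control 0 h replicates 2 and 3, the control 24 h replicates 1, 2 and 3, the cholesterol 24 h replicates 1, 2 and 3 or the cholesterol 48 h replicates 2 and 3, left out singly, and 6 without cholesterol 48 h replicate 1. For the ATF4 and PERK branch, 9 genes were higher at 24 h whichever of the control or cholesterol 24 h replicates 1, 2 and 3 was left out, and 25 with array weights. In cluster 4, 10 of 26 ER genes (expected 0.36, Fisher's exact test, one-sided, adjusted p = 2.15e-11) and 12 of 30 ATF4 and PERK genes (expected 0.42, adjusted p = 1.19e-13) were found. By camera the ATF4 and PERK branch was higher than other genes at 24 h (adjusted p = 3.06e-21, and 0.033 with an estimated correlation) and at 48 h (4.96e-17, and 0.0336 with an estimated correlation). The ER list was higher at 24 h (0.0449) and 48 h (2.37e-14), with an adjusted p = 0.613 and 0.0998 with an estimated correlation.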

Expression profiles across conditions of UPR genes are shown by heatmap in Figure 4F and in network format in Supplementary Figure 5SC. 

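Ferroptosis is among the pathways that Figure 4D shows for the same cluster, and the targets of NRF2, the regulator of antioxidant genes, were listed together with its genes. Of 18 measured genes of this list, 7 were higher at 24 h (8 higher and 1 lower adjusted over the list alone) and 10 at 48 h (10 adjusted over the list alone), and none was lower over all genes. Slc7a11, the cystine transporter, was 2.25 times its control value at 24 h and 3.99 times at 48 h, and Hmox1, heme oxygenase 1, was 1.40 and 1.96 times. In cluster 4, 5 of the 18 were found, Chac1, Hmox1, Slc3a2, Slc7a11 and Srxn1 (Fisher's exact test, one-sided, adjusted p = 4.71e-05), of which Chac1, Slc3a2 and Slc7a11 are also on the list of the ATF4 and PERK branch. By camera the list was higher than other genes at 24 h (adjusted p = 3.07e-05) and 48 h (3.82e-07), with an adjusted p = 0.169 and 0.135 with an estimated correlation. The count at 24 h was 4 whichever of the control or cholesterol 24 h replicates 1, 2 and 3 was left out.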

Notably, several Transcription Factors (TFs) in the UPR are up-regulated by cholesterol including members of all three branches of the UPR: Atf4, Atf6, and Xbp1 (Figure 4F).

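Xbp1 and Atf6 rose at 48 h, and Atf4 had a higher mean with cholesterol at both times without passing the test. Xbp1, on chromosome 11 of mm10 from 5520641 to 5525993, went from 15.0 ± 1.03 (SD, n = 2) to 20.6 ± 0.849 RPKM (n = 3) at 48 h, a ratio of 1.37 (log2 fold change 0.44, standard error 0.0790, adjusted p = 0.00165 from limma). Atf6, on chromosome 1 of mm10 from 170704457 to 170867771, went from 0.712 ± 0.0226 to 1.17 ± 0.190 at 48 h, a ratio of 1.65 (log2 fold change 0.34, standard error 0.0580, adjusted p = 0.00116). At 24 h neither passed (adjusted p = 0.139 for Xbp1 and 0.226 for Atf6 from limma). Atf4, on chromosome 15 of mm10 from 80255184 to 80257545, was at 58.3 ± 2.30 in control and 63.4 ± 3.20 in cholesterol-loaded cells at 24 h (log2 fold change 0.12, standard error 0.145, adjusted p = 0.767). At 48 h it was at 68.6 ± 4.17 (n = 2) and 93.4 ± 8.70 (n = 3), a ratio of 1.36 (log2 fold change 0.44, standard error 0.163, adjusted p = 0.0707). The exact permutation test of Atf4 gave p = 0.2 at each time, where the smallest possible p is 0.1 at 24 h and 0.2 at 48 h. Over the alternatives the adjusted p of Atf4 at 48 h ranged from 0.00502 to 0.294, with a call at 0.0158 on RPKM as deposited, 0.0226 with array weights, 0.037 over genes with a mean RPKM of at least 1, 0.00846 with voom weights, and 0.00854 and 0.0235 without control 0 h replicate 1 and 3. Abundant transcripts differed with the tag total among control cells at 0 h, where Atf4 was at 89.5, 67.48 and 57.02 RPKM, and Hspa5 at 76.75, 63.08 and 52.22, in the libraries with the fewest, the next and the most tags.

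**Figure D2:**
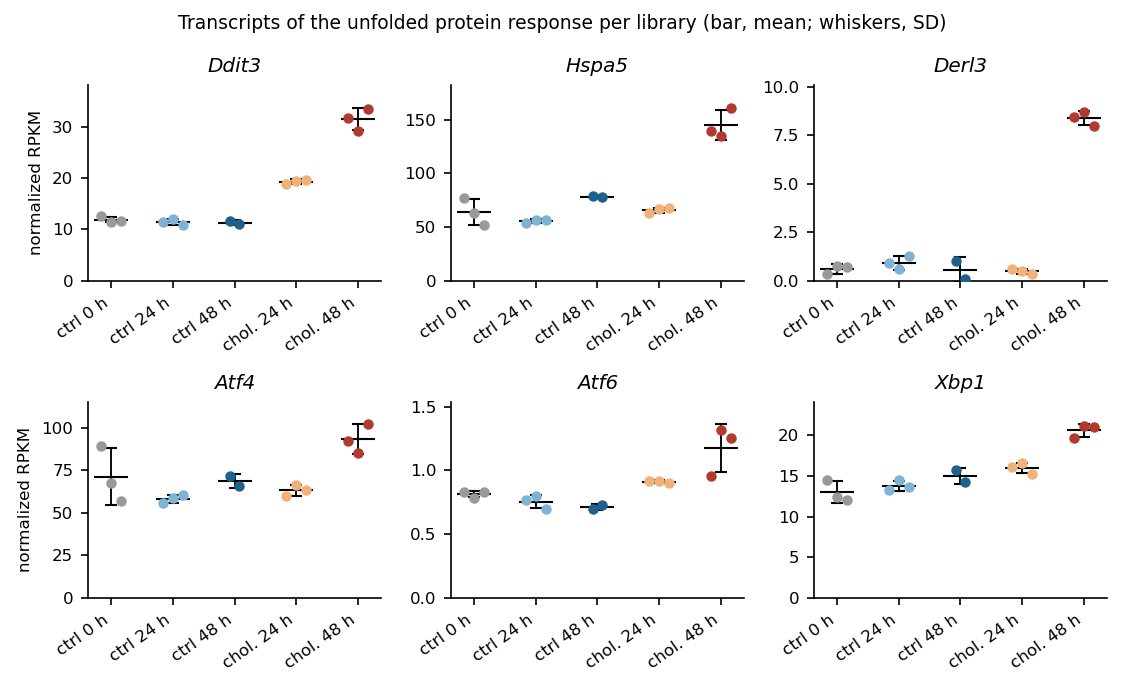
Normalized RPKM (y axis) of Ddit3, Hspa5, Derl3, Atf4, Atf6 and Xbp1 in each library (points) of the 5 groups (x axis), with the mean and SD as bars. The cholesterol-loaded cells at 48 h have the highest mean for each of the 6 genes.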

### Cholesterol Loading of VSMCs In Vitro Modestly Reorganizes the Active Epigenetic Landscape

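H3K27ac was measured in 5 libraries, 1 each of control cells at 0 h, 24 h and 48 h and of cholesterol-loaded cells at 24 h and 48 h, each with an input library of the same condition. There are no replicates, so differences describe these libraries. The authors mapped reads to mm10 with Bowtie2 and called regions with HOMER in its histone style with centres on nucleosome-free regions, at 4-fold over input, a Poisson p of 1e-04 and 1 tag per position, with tag counts scaled to the same total in each library. The tag totals behind the lists were 15344470, 24609788 and 18691300 in control cells at 0 h, 24 h and 48 h, and 24493216 and 16532230 in cholesterol-loaded cells at 24 h and 48 h. The lists hold 53096, 53053 and 49500 regions in control cells at 0 h, 24 h and 48 h, and 50566 and 49153 in cholesterol-loaded cells at 24 h and 48 h. The share of tags within regions, which HOMER reports as the efficiency of the precipitation, was 16.94% in control cells at 0 h, against 40.52% and 39.96% in control cells at 24 h and 48 h and 43.77% and 37.35% in cholesterol-loaded cells. The median length was 501 bp at 0 h, 1055 bp and 1057 bp in control cells at 24 h and 48 h, and 1167 bp and 911 bp in cholesterol-loaded cells. From these lists, the overlap of regions, the density of scaled tags and the content of consensus words in the mm10 sequence were computed. Regions over 3000 bp from any transcription start site of the RNA table were taken as distal.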

To gain insight into how cholesterol reorganizes the epigenetic landscape in mVSMCs we performed Chromatin Immuno-Precipitation with high-throughput sequencing (ChIP-seq) for histone H3 acetylation on lysine 27 (H3K27ac), which is a post-translational modification present on nucleosomes surrounding active regulatory elements, including promoters and enhancers [42]. An average of 19.9 million mapped sequence tags were analyzed for the 24 h and 48 h control and cholesterol conditions in the same experimental in vitro model as for transcriptomics (Supplementary Table 4S). Analysis of the top 5000 most variable H3K27ac-marked loci are shown in Figure 5A, where we generally did not observe large changes in the amount of this epigenetic mark between control and cholesterol conditions. 

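Regions shared between cholesterol-loaded and control cells differed little in tag density. Over the 25556 pairs of regions at 24 h that overlapped 1 to 1 by at least 50% of both, the median log2 ratio of tags per bp was 0.09 with an SD of 0.31, and none passed 4-fold (upper 95% limit 0.02%). Over the 21478 pairs at 48 h the median was 0.001 with an SD of 0.325, and again none passed 4-fold. Control cells at 48 h and 24 h, again 1 library each, had a median of 0.02 and an SD of 0.323 over 24009 pairs, with 1 past 4-fold. Matching 1 to 1 leaves out regions found in 1 list alone, and each density uses the length called in its own list. The counts past 4-fold therefore cannot show regions gained, lost or shortened. The bases covered by both lists, as a share of those covered by either, came to 0.529 for cholesterol and control at 24 h and 0.489 at 48 h, beside 0.512 for control cells at 24 h and 48 h and 0.497 for cholesterol-loaded cells at 24 h and 48 h. At promoters, tags were summed over regions within 3000 bp of a start site, called separately in 1 library per condition. Only genes with such a region in both libraries of a time were used, which leaves out promoters with a region in 1 library alone. The median log2 ratio of these sums was 0.13 over all such genes at 24 h and -0.07 at 48 h. It was 0.32 (SD 0.564, covered length 0.13, density 0.16, both as log2 ratios) for 268 of the 314 genes whose RNA rose at 24 h. It was -0.03 (SD 0.547, covered length -0.12, density 0.04) for 301 of the 375 whose RNA fell. At 48 h it was -0.03 (SD 0.515, covered length -0.04, density 0.02) for 1236 of the 1503 genes that rose. For 1207 of the 1636 that fell it was -0.12 (SD 0.633, covered length -0.11, density -0.03). Spearman's rho between the changes in RNA and in H3K27ac was 0.143 at 24 h and 0.083 at 48 h, across genes, which are not independent replicates. Enzymes of cholesterol synthesis had a median of -0.33 at 24 h (covered length -0.38, density 0.04, both as log2 ratios) and -0.93 at 48 h (covered length -0.68, density -0.19), each lower than in all of 10000 random lists matched for expression. These ranks are of the sums, which depend on the covered length as called in each library, and density was not ranked. They cover the 18 of 21 enzymes at 24 h and the 15 at 48 h that had regions in both libraries.

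**Figure D3:**
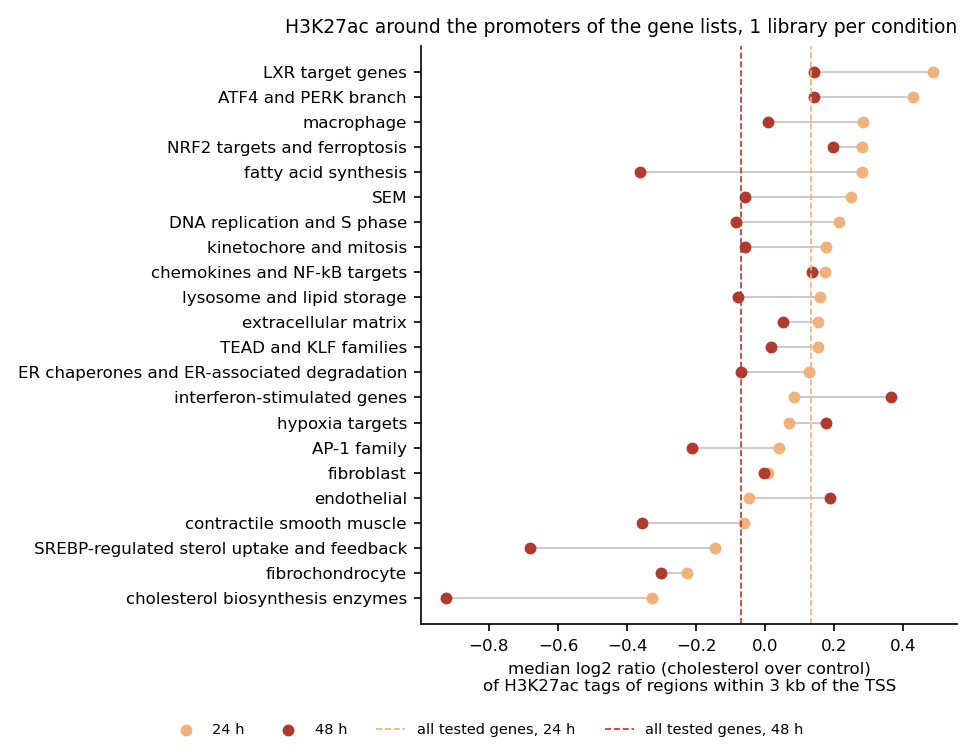
Median log2 ratio of H3K27ac tags at promoters in cholesterol-loaded against control cells (x axis) for the 22 gene lists (y axis) at 24 h and 48 h, from 1 library per condition, with dashed lines at the median of all genes. Genes without a region in both libraries of a time are left out. The cholesterol biosynthesis enzymes lie farthest below the lines at 48 h.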

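The union of the 4 lists of 24 h and 48 h came to 83087 regions, of which 68325 were distal. With the regions of each list at or above the median of the authors' score, the union held 33623 distal regions. Each list held fewer distal regions than the union, with 40360 and 37251 in control cells at 24 h and 48 h and 38061 and 37020 in cholesterol-loaded cells.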

We therefore submitted the union of these datasets (*n* = 28,514; 200 bp sequences) to de novo motif finding analysis to return the TF motifs that are utilized in this cultured VSMC model. The top ten most enriched motifs are shown in Figure 5B, topped by the AP-1 and TEAD motifs. 

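The consensus words of AP-1, the dimer of Fos and Jun proteins (TGASTCA, where S is C or G), and of the TEAD factors of the Hippo pathway (GGAATG) were searched in the central 200 bp of distal regions. The AP-1 word was in 10.3% and 10.66% of the distal regions of control cells at 24 h and 48 h, and in 13.19% and 10.11% of those of cholesterol-loaded cells. The TEAD word was in 16.41%, 17.28%, 17.36% and 16.49% of the same lists. A shuffled TEAD word, GTAAGG, was in 6.02% to 6.3% of the 4 lists. In control cells at 0 h, whose precipitation was less efficient, 6.38% held the AP-1 word and 13.36% the TEAD word. A word search counts exact matches and is no measure of binding.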

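The AP-1 word TGASTCA was 2.67 to 3.45 times as frequent in the central 200 bp of distal regions as in 4 flanking windows of 200 bp at 800 bp and 1200 bp from the centre, over the 4 lists of 24 h and 48 h. In the flanks it was found in 3.79% to 3.83% of regions. The TEAD word GGAATG was 1.49 to 1.59 times as frequent at the centre, with 10.94% to 11.1% in the flanks. Its shuffled form was 0.91 to 0.96 times as frequent at the centre as in the flanks.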

Notably, the frequency of these motifs in their genomic context were greatest near the center of the nucleosome-free regions as defined by H3K27ac ChIP-seq, consistent with their cognate TFs binding to these peak centers (Figure 5C,D). 

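The word of the KLF factors (GGGYGTGG, where Y is C or T) was in the central 200 bp of 3.06% of distal regions of both cholesterol-loaded and control cells at 24 h, and of 2.99% of both at 48 h. Its frequency in the flanks was 2.19% to 2.29%. The ratio of cholesterol-loaded to control cells for the TEAD word was 1.06 at 24 h (Fisher's exact test, two-sided, p = 0.000416) and 0.95 at 48 h (p = 0.00386), across regions of single libraries. Loci on both lists were counted once for each treatment, as if independent. Among the RNAs of these families, Klf15, a regulator of metabolism in muscle, rose from 2.95 to 5.81 RPKM at 24 h and from 2.91 to 6.58 at 48 h, and Tead3 had a log2 fold change of -0.23 at 24 h and -0.20 at 48 h. Of 17 measured TEAD and KLF genes, 2 were higher and 1 lower at 24 h, and 3 higher and 1 lower at 48 h, with the same counts adjusted over the list alone (camera adjusted p = 0.0147 and 0.2, and 0.211 and 0.538 with an estimated correlation). At 24 h 1 was higher without control 24 h replicate 1, 2 or 3, control 48 h replicate 2 or 3 or cholesterol 24 h replicate 1, 2 or 3 or cholesterol 48 h replicate 3, and at 48 h 1 without control 48 h replicate 2 and 5 without cholesterol 48 h replicate 1. The call of Tead3 was lost at 24 h without any of these or without control 0 h replicate 2, and at 48 h without control 0 h replicate 2, control 24 h replicate 1 or 2, control 48 h replicate 2 or 3, cholesterol 24 h replicate 1 or cholesterol 48 h replicate 3.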

Notably, TEAD and KLF motif frequencies were similar in control and cholesterol-treated conditions, suggesting proteins of these TF families bind DNA in both conditions.

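Of the 50566 regions of cholesterol-loaded cells at 24 h, 15478 (30.61%) overlapped no region of control cells at 24 h, and 17789 of 53053 control regions (33.53%) overlapped none of cholesterol-loaded cells. At 48 h, 17255 regions were found with cholesterol alone and 18239 in control cells alone. The control lists of 24 h and 48 h differed by similar shares, with 30.58% of regions at 48 h alone and 35.5% at 24 h alone. Overlap of called lists is a different measure from the paper's differential regions, which compare tag counts and were not recomputed here. With both lists of a time limited to the same number of regions, an alternative chosen after the results were seen, 16407 were found with cholesterol alone and 16277 in control cells alone at 24 h, and 17404 and 18045 at 48 h. Regions found with cholesterol alone at 24 h were short, with a median of 501 bp and 10.6 scaled tags, against 1607 bp and 68.2 tags for shared regions, and 91.2% of them were distal. Presence in a list depends on the calling threshold, and with the regions of each list at or above the median of the authors' score (26728 with cholesterol and 28136 in control cells at 24 h, more than 50% through ties) 10219 regions were found with cholesterol alone at 24 h.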

Although we observed little re-distribution of H3K27ac signal upon cholesterol exposure, 813 regions, representing 1.6% of all H3K27ac regions identified after cholesterol exposure, were differentially enriched for two motifs when compared to control (Figure 5E). These motifs were for Fosl2 (a member of the AP-1 family), and ATF4 (a member of the ATF/CREB family). Albeit modest, frequencies for each of these motifs were greater in H3K27ac regions defined with cholesterol-loading compared to control (Figure 5F–G). 

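The AP-1 word TGASTCA was more frequent in the distal regions of cholesterol-loaded than of control cells at 24 h and not at 48 h. Searched over whole regions, it was in 21.8% of the 14117 distal regions found with cholesterol alone at 24 h (95% interval 21.15% to 22.51%) and in 18.5% of the 16262 found in control cells alone (17.88% to 19.08%; odds ratio 1.23, Fisher's exact test, two-sided, p = 3.85e-13). The composite word of ATF4 with C/EBP proteins, TTGCATCA, was in 2.8% and 1.7% of them (odds ratio 1.61, exact p = 1.55e-09), and the TEAD word in 37.5% and 37.4% (odds ratio 1.0, p = 0.934). Over all distal regions, the central 200 bp held the AP-1 word 1.28 times as often with cholesterol at 24 h (exact p = 3.47e-36) and 0.95 times as often at 48 h (p = 0.0132). The ATF4 word was in 1.0% with cholesterol and 0.64% in control cells at 24 h (ratio 1.56, exact p = 3.11e-08), and in 0.86% and 0.77% at 48 h (ratio 1.12, p = 0.142). In regions shared by both lists the AP-1 word was in 14.98% of those of cholesterol-loaded and 12.04% of those of control cells at 24 h, and in 11.82% and 12.59% at 48 h. Shared regions overlap in the genome, so the word share in them depends on where each list places its region centres and bounds. The tests over all distal regions count these loci once for each treatment, as if independent. All tests here compare regions of single libraries, which also differ in the efficiency of the precipitation. The search of central bases was added after the data were seen.

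**Figure D4:**
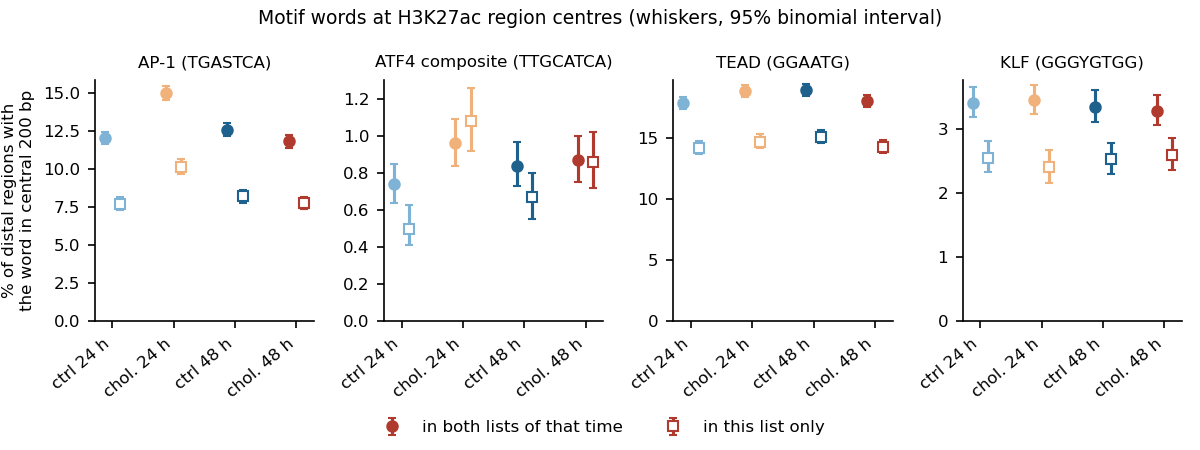
Percent of distal H3K27ac regions (y axis) with the AP-1, ATF4 composite, TEAD or KLF word in their central 200 bp, for the 4 lists of 24 h and 48 h (x axis), separately for regions shared with the other treatment and regions found in that list alone, with 95% binomial intervals. The AP-1 word in shared regions is most frequent with cholesterol at 24 h, at 14.98%. Each list has its own region centres.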

Extracellular matrix and actin-based processes were enriched pathways for the genes nearest to H3K27ac regions containing ATF4 and Fosl2 motifs (Supplementary Table 5S). These data are consistent with induction of the UPR by cholesterol, where ATF4 expression is upregulated and active [43] (Figure 4F). 

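Genes of the extracellular matrix and of the contractile apparatus were often the nearest genes of distal regions found in 1 treatment alone, in both treatments. Of 30 measured genes of the extracellular matrix, 24 were nearest to a region found with cholesterol alone at 24 h, against 36.2% of other genes (odds ratio 7.04, Fisher's exact test, two-sided, adjusted p = 2.49e-06), and 26 (86.7%) to a region found in control cells alone (odds ratio 10.19, adjusted p = 2.62e-07). Of 18 contractile genes 12 were nearest to a region found with cholesterol alone (odds ratio 3.51, adjusted p = 0.0159) and 13 to one found in control cells alone (odds ratio 4.06, adjusted p = 0.00987). Genes whose RNA fell at 24 h were nearest to a region with cholesterol alone in 50.1% of cases, against 35.9% of genes whose RNA did not pass the test (odds ratio 1.8, adjusted p = 1.21e-07), and genes whose RNA rose in 37.6% (odds ratio 1.08, adjusted p = 0.551). For regions found in control cells alone, genes whose RNA fell were nearest in 56.0% of cases, against 38.5% (odds ratio 2.03, Fisher's exact test, adjusted p = 1.38e-10), and genes whose RNA rose in 40.8% (odds ratio 1.1, adjusted p = 0.47). The background was the 12648 genes tested, and regions were not restricted to those with the ATF4 or AP-1 word. Genes were not matched for the space around them or the number of regions near them, and shared regions were not tested.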

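At promoters of genes of the ATF4 and PERK branch, the median log2 ratio of summed H3K27ac tags between 1 cholesterol and 1 control library, without replicates, was 0.43 at 24 h (covered length 0.10, density 0.23, both as log2 ratios), higher than in all of the 10000 random lists, and 0.14 at 48 h (covered length 0.08, density 0.07), at percentile 99.98. For ER chaperones and ER-associated degradation, the median was 0.13 at 24 h and -0.07 at 48 h, at percentiles 36.71 and 49.02. All these ranks are of the sums, and density was not ranked. They cover genes with regions in both libraries, 27 of 30 ATF4 and PERK genes at 24 h and 24 at 48 h. Of 26 ER genes they cover 24 at each time. From the motifs in these regions and the RNA of the UPR genes, the paper regards these data as compatible with induction of the UPR by cholesterol, with ATF4 upregulated and active.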

We also found that Fosl2 RNA is up-regulated by cholesterol relative to control in our transcriptomic data (10 to 14 rpkm at 24 h. and 9 to 14 rpkm at 48 h; 2-tailed *t*-test *P* < 0.05), consistent with its role in regulating the VSMC transcriptional response to cholesterol.

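Fosl2, on chromosome 5 of mm10 from 32136472 to 32157839, rose from 9.83 ± 0.308 to 13.2 ± 0.535 normalized RPKM at 24 h (SD, n = 3 in each), a ratio of 1.35 (log2 fold change 0.40, standard error 0.0910, adjusted p = 0.0257 from limma). At 48 h it rose from 8.46 ± 0.462 (n = 2) to 14.6 ± 2.43 (n = 3), a ratio of 1.72 (log2 fold change 0.71, standard error 0.101, adjusted p = 0.00036 from limma). The exact permutation test, two-sided, gave p = 0.1 at 24 h and p = 0.2 at 48 h, the smallest each comparison allows. As deposited, its mean RPKM was 10.1 and 13.88 at 24 h and 8.179 and 14.47 at 48 h. The call at 24 h was lost when any 1 of control 24 h replicates 1, 2 and 3 and cholesterol 24 h replicates 1, 2 and 3 was left out, with log2 fold changes of 0.37 to 0.43. Of 7 measured genes of the AP-1 family, Fosl2 alone was higher at 24 h (2 adjusted over the list alone), and Fosl2, Jund (0.51, adjusted p = 0.0212) and Jun (0.46, adjusted p = 0.0113) were higher at 48 h. Without control 48 h replicate 3 the count at 48 h was 1. By camera the family was higher than other genes at 24 h (adjusted p = 0.00773) and 48 h (0.0317), with an adjusted p = 0.101 and 0.157 with an estimated correlation.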

### Cholesterol Loading of VSMCs In Vitro Fails to Recapitulate Cell State Transitions Observed in Atherosclerosis whereas oxLDL Macrophages Show Similar Transcriptomes to In Vivo States

A major motivation to transcriptionally characterize VSMCs in vitro under untreated and cholesterol-treated conditions was to compare these transcriptomic signatures to VSMC lineage positive cells from atherosclerotic lesions in vivo. In this way, we could determine whether the in vitro system was a useful model with which to study changes that occur in atherosclerosis. Our approach was to compare the average expression profiles of major cell states observed in murine atherosclerotic lesions (Figure 1) to expression profiles measured in vitro VSMCs ± cholesterol using Spearman correlation (using the top 2000 most variably expressed genes from the in vivo scRNA-seq data). Clustering of these pairwise relationships showed that all in vitro VSMC conditions were more similar to one another than to any in vivo mouse cell clusters (Figure 6; in vitro in orange; in vivo in green side bar). These data suggest that up to 48 h cholesterol loading in vitro is not sufficient to reproduce cell state transitions observed in vivo; yet, we questioned whether or not longer cholesterol exposure or differences in platforms measuring expression (i.e., bulk vs scRNA-seq) were responsible for differences to in vivo. 

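Among the cultured cells, the mean profiles of the 5 conditions had Spearman correlations of 0.98 to 0.994 with one another across the 12648 genes, without control 0 h replicate 1, which the paper left out of this comparison. Cholesterol-loaded and control cells had a correlation of 0.994 at 24 h and 0.983 at 48 h, and cholesterol-loaded cells at 24 h and 48 h one of 0.99. Over the 2000 genes most variable among these libraries, the lowest correlation was 0.932. Single libraries of the same group had a median correlation of 0.996 (0.988 to 0.998) and those of different groups one of 0.986 (0.968 to 0.993). These correlations are across genes, which are not independent replicates, and the in vivo profiles are not analysed here.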

We therefore retrieved a public 72 h. cholesterol loaded VSMC dataset [44] as well as collected scRNA-seq data in the mouse VSMC MOVAS cell line ± cholesterol for 48 and 72 h. Interestingly, we observed 13 cell clusters from the scRNA-seq in vitro experiment, suggesting notable heterogeneity exists in vitro, especially in the proliferative and fibrotic and inflammatory states (Supplementary Figure S6). Nonetheless, neither the bulk nor the scRNA in vitro cell profiles clustered with in vivo cell states from lesions (Figure 6; 72 h. bulk in blue and MOVAS scRNA-seq in yellow side bars).

Next, we sought to understand if any in vitro cell model would cluster with in vivo cell profiles, and so we retrieved two datasets of mouse thioglycolate-elicited peritoneal macrophages that were exposed in vitro to oxidized LDL (oxLDL), or to lipopolysaccharide and Interferon gamma (to mimic M1 polarization), or to Interleukin 4 (to mimic M2 polarization) [39]. The macrophages treated with oxLDL are denoted in Figure 6 by red side bar, and M1 and M2 macrophages are denoted by purple. We found that the oxLDL treated macrophage profiles closely clustered with the Mac1 and Mono/DC1/2 in vivo clusters from mouse lesions, suggesting this model closely resembles in vivo macrophage biology in lesions. Lastly, we utilized this comparison approach to test how well human and mouse in vivo cell clusters from scRNA-seq data resembled one another. For this, we retrieved scRNA-seq data from human carotid lesion endarterectomy samples [14], performed clustering, and sample annotations similar to the mouse data (Supplementary Figure S7). Clustering of the resulting cell state profiles showed close relationships between human and mouse in vivo data (Figure 6; mouse in green, human in pink). We found that human VSMCs clustered closest to mouse SMCs, Fibros, and SEMs, human and mouse Endos clustered together, and immune cells from each species clustered together as well. One interesting finding from this analysis is that although they do not cluster together, there is correlation between the in vivo mouse Mac3 cluster and the in vivo mouse Fibro4, SEM, and FC clusters (Figure 6), which supports that these cells might be related by lineage in vivo.

This comparison of average expression profiles among several in vitro and in vivo datasets demonstrates that cholesterol treatment of VSMCs in vitro fails to recapitulate the full extent of cell state transitions observed in murine models of atherosclerosis. We sought to test this conclusion using a second analysis of differentially expressed genes that were defined either in vitro or in vivo and compared profiles across datasets. As shown in Supplementary Figure S8 (left), the genes from the four clusters identified in our analysis of in vitro VSMCs ± cholesterol in Figure 4 were not similarly regulated across in vivo mouse cell clusters nor in the scRNA-seq in vitro data. Similarly, gene sets that are differentially expressed between in vivo mouse clusters are not regulated by cholesterol in vitro by analysis of either bulk or scRNA-seq (Supplementary Figure S8, right). 

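Markers of the in vivo states moved in different directions in the cultured cells. Of 18 measured contractile genes, 4 were lower at 24 h (6 adjusted over the list alone) and 7 lower and 2 higher at 48 h (9 lower adjusted over the list alone). Myh11, smooth muscle myosin heavy chain on chromosome 16 of mm10 from 14194527 to 14291408, fell from 3.62 ± 0.182 to 2.54 ± 0.0323 RPKM at 24 h (SD, n = 3 in each; log2 fold change -0.38, adjusted p = 0.0017 from limma) and from 3.03 ± 0.171 to 1.68 ± 0.121 at 48 h (-0.59, adjusted p = 3.95e-05). Cnn1 and Actg2, contractile proteins, fell at 48 h (-0.57, adjusted p = 0.0202 and -0.57, adjusted p = 0.00233), while Myocd, the coactivator of contractile genes (0.25, adjusted p = 0.0174), and Itga8 (0.21, adjusted p = 0.0439) rose. Acta2, smooth muscle actin, had log2 fold changes of -0.24, adjusted p = 0.482 at 24 h and -0.13, adjusted p = 0.634 at 48 h. Of 25 macrophage markers 6 could be tested, since 19, among them Ptprc, Trem2 and Cd36, had too few reads, and 2 were higher at 24 h (3 adjusted over the list alone) and 4 at 48 h. Lgals3 was 1.67 times its control value at 24 h and 2.57 times at 48 h, and Cd68 1.64 and 2.19 times. Gpnmb (0.42, adjusted p = 0.000955) and Csf1r (0.18, adjusted p = 0.0207) also rose at 48 h. Of 6 measured fibrochondrocyte markers, Col2a1 was lower at 24 h (-0.47, adjusted p = 0.0286) and 4 were lower at 48 h (5 adjusted over the list alone), among them Sox9, the regulator of cartilage genes (60.1 to 33.3 RPKM), and Acan (-0.83, adjusted p = 0.00016). Of 4 measured markers of the SEM state, Vcam1 (0.25, adjusted p = 0.00794) and Tnfrsf11b (0.22, adjusted p = 0.00822) were higher at 48 h. Of 7 fibroblast markers 4 were lower at 48 h, C3, Pi16, Clec3b and Dcn. Of 8 endothelial markers, Tek was higher and Vwf lower at 24 h (0.13, adjusted p = 0.00231 and -0.03, adjusted p = 0.0382), and Tek was lower at 48 h (-0.14, adjusted p = 0.000588). No SEM or fibroblast marker was called by limma at 24 h, where at an unadjusted p under 0.05 1 SEM marker was higher, 1 fibroblast marker higher and 1 lower, and array weights called 2 fibroblast markers as higher. By camera, adjusted p-values were 1.3e-05 and 0.00132 for the contractile list at 24 h and 48 h (0.181 and 0.291 with an estimated correlation) and 0.0326 and 0.0111 for the macrophage list (0.181 and 0.149 with an estimated correlation). At 48 h they were 0.00341 for the fibrochondrocyte list (0.0485 with an estimated correlation), 0.0445 for the fibroblast list (0.277 with an estimated correlation) and 0.186 for the SEM list, and for the endothelial list 0.744 at both times. Vwf was not called without control 0 h replicate 2, control 24 h replicate 1, 2 or 3, cholesterol 24 h replicate 1, 2 or 3 or cholesterol 48 h replicate 3. Without control 0 h replicate 1, 7 contractile genes were lower at 24 h. The higher contractile genes at 48 h came to 1 without control 0 h replicate 1, 2 or 3, control 24 h replicate 3, control 48 h replicate 3 or cholesterol 24 h replicate 1, 2 or 3, and to 0 without control 48 h replicate 2 or cholesterol 48 h replicate 2 or 3. Macrophage markers higher at 24 h came to 1 without control 24 h replicate 1 or 2 or cholesterol 24 h replicate 1, 2 or 3. Col2a1 was not called at 24 h without control 24 h replicate 1, 2 or 3 or cholesterol 24 h replicate 1 or 3. The SEM markers called at 48 h came to 0 without control 48 h replicate 2, and the fibroblast markers to 2 without control 48 h replicate 3 or cholesterol 48 h replicate 2.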

Taken together, results from our analyses demonstrate that in vitro cholesterol loading in VSMCs fails to model the VSMC plasticity that is observed in vivo.

## DISCUSSION

With over 70,000 single cell transcriptomes incorporated, this analysis serves as the largest interrogation of VSMC lineage positive cells in atherosclerosis to date. The relatively large number of cells enabled fine-grained clustering of VSMC lineage positive cells, which as a whole underscore the well-appreciated notion that VSMCs are highly plastic in their vascular phenotypes. VSMC lineage-positive cells in atherosclerotic plaques were observed to comprise significant proportions of contractile VSMCs, de-differentiated VSMCs (termed SEMs), fibroblasts, FC, macrophages, and smaller proportions of endothelial and other cell types. While our meta-analysis supported that VSMCs may take on each of these phenotypic states, notable heterogeneity across studies was observed that obscures precise quantification and raises questions as to the sources of variation. In addition, we found that the expressions of many genes were altered by in vitro cholesterol loading with less profound alterations in the histone acetylation profile. Comparison of these signatures with expression changes across in vivo VSMC lineage populations revealed significant discrepancies between in vivo and in vitro, demonstrating an outstanding need for developing cell culture models of VSMC modulation that better capitulate the phenotypic plasticity of VSMCs in atherosclerotic lesions. These points are further discussed below.

The large number of lineage positive VSMCs in SEM, FC, and fibroblast populations in this meta-analysis provides perhaps the clearest delineation between contractile VSMCs, FCs and fibroblasts to date (Figure 1A; Supplementary Figure S8). Therefore, transcripts that distinguish these cell states may serve as valuable phenotypic markers for future studies (Supplementary Table S2). Data presented here supports the hypothesis that VSMCs can transition to either fibroblast-like or FC-like cells but are more likely to transition to FC-like cells than fibroblast-like cells (Figure 2A). The pseudotime analysis performed here in Figure 2C supports the notion that VSMCs can traverse several different trajectories in atherosclerotic lesions with many of these transitioning through the SEM state, which has been proposed to represent a de-differentiated stem-like cell state [14].

We also found in our meta-analysis of lineage traced VSMCs in murine atherosclerotic plaques that as many as 66% of foamy macrophages across all studies examined were VSMC lineage positive (Figure 3), which is consistent with a recent report [9]. Trajectory analysis also revealed one trajectory that traversed from VSMCs to a fibroblast-like state to the Mac2 population and termination in the macrophage state. This result is provocative insofar as it implies a cell state conversion through a proliferative macrophage-like state (Mac2) and final differentiation into macrophage-like cells. Such a process mirrors experimental observations in Rainbow mice that randomly recombine combinations of florescent markers only in the VSMC lineage [45]. In that study, clones of proliferating and migrating VSMCs become ‘synthetic’ and take on foamy appearances in the sub-endothelial locale. The proliferative and macrophage-like signature in Mac2 could also resemble stem-like monocyte cells reported by Lin et al. in lesions in both atherosclerosis progression and regression, with their ultimate phenotypic state likely determined by the microenvironment [46]. We also found that the Mac3 in vivo population has similarities to SEMs and FCs, suggesting that there might be a developmental similarity between them (Figure 6).

An important consideration surrounding the possibility that VSMCs differentiate into macrophages is the marked difference in VSMC-lineage positive macrophage-like cells across studies (Figure 2A, Supplementary Figures S1 and S4). In particular, Wirka et al. [17] and Kim et al. [35] do not report nearly as many VSMC-lineage positive macrophage-like cells as Pan et al. [14] or Alencar et al. [12]. We speculate that technical differences may be the source of this difference, such as mode and/or dose of tamoxifen administration, leaky Cre expression, cell dissociation protocols (with possible biased recoveries), sorting parameters including gating strategies, and downstream processing of samples through data quality control. Because we observe higher ZsGreen transcript among lineage positive macrophages than among lineage negative macrophages in the Pan et al. data, we suggest that auto-fluorescence is not a sufficient explanation for the high number of apparently SMC-derived macrophages observed. Macrophages and/or lipid-laden cells are most variable across studies, which is consistent with such cells being among the most fragile and thus difficult to isolate intact in order to interrogate them using these methods [18]. Studies that overcome these limitations and sources of variability will be of great value to definitively laying this important question to rest.

One of the motivations for this meta-analysis was to enable a comprehensive glimpse into the expression changes that occur to VSMCs in vivo to enable comparison to models of VSMC modulation in vitro. For VSMCs loaded with cholesterol in vitro, we observed robust alterations in transcript regulation with notable induction of the UPR and repression of cholesterol biosynthetic pathway genes (Figure 4). Each of these pathways have been described to be regulated by cholesterol loading, with most work on the UPR in atherosclerosis occurring in macrophages. There, cholesterol loading was shown to induce the UPR in vitro and in vivo leading to macrophage apoptosis [47]. For VSMCs, a recent report used marker genes as evidence that the UPR is similarly activated in VSMCs in atherosclerotic lesions as occurs upon cholesterol loading in vitro [48]. The authors further conclude that activation of the UPR, as elicited by cholesterol, is the direct mechanism of phenotypic modulation; however, our study indicates that the UPR is induced by cholesterol in vitro, but that this induction is insufficient to reproduce the phenotypic states observed in vivo, as perhaps best illustrated by the heat map in Figure 6.

Because of the convenience of assessing chromatin organization in vitro, we also wished to extend our analysis beyond transcriptome profiling. Based on previous experience studying changes in the histone acetylation changes to pro-atherogenic stimuli in endothelial cells [49] and macrophages [50], we interrogated the cholesterol-loaded and control VSMC epigenomes. Despite the >4000 differentially expressed genes across the dataset, we found that the epigenomes were surprisingly similar. Still, we found evidence that VSMCs utilize AP-1, TEAD, and KLF motifs for regulating gene expression with enrichment of motif frequencies for Fosl2 and Atf4 in cholesterol-induced elements (Figure 5).

Finally, our comparison of expression changes across the in vivo populations and in vitro samples revealed considerable dissimilarity in the VSMC cell states, with each data type clustering in their own branches of the dendrogram (Figure 6). More targeted analysis from both the in vitro-defined differential genes and the in vivo-defined differential genes underscored general discordance between datasets (Supplementary Figure S8), which remained dissimilar for longer (72 h) cholesterol treatments. Because it is the rare VSMC in the arterial media that gives rise by clonal expansion to the cells of VSMC origin in the intima [45], we thought bulk RNA-seq on the cholesterol-loaded VSMC may have obscured changes in a small subpopulation of cells relevant to the in vivo setting. Thus, we collected and analyzed a scRNA-seq dataset from a mouse VSMC cell line loaded with cholesterol or treated with buffer. Interestingly, we did observe multiple cell populations for cholesterol loaded VSMCs in culture (Supplementary Figure S6), and although none were very similar to in vivo transcriptomes, this finding underscores that phenotypic transitions may exist for some cells in culture and that single cell approaches may be necessary to capture the molecular basis for this heterogeneity.

Although we were able to resolve multiple cell populations using scRNA-seq, that we still were not able to qualitatively recapitulate the in vivo findings, particularly the transitional state, may reflect that either the cholesterol-loading methods (cyclodextrin complexes) was unphysiologic or that three-dimensional co-culture systems with other cell types are needed to mimic the complex environment in an atherosclerotic plaque. That macrophages loaded with oxLDL did invade an in vivo macrophage branch of the dendrogram (Figure 6) supports the notion that some in vitro models are more appropriate for modeling in vivo than others. Interestingly, M1 and M2 polarized macrophages in culture were less similar to in vivo gene signatures than oxLDL macrophages, indicating that pure M1/M2 responses are not as important as the effect of oxLDL for modeling the transcriptional state of atherosclerotic macrophages. We also note that oxLDL treatment of VSMCs has not, to our knowledge, been investigated using scRNA-seq; we suggest that such an experiment may shed light on microenvironmental cues for VSMC phenotypic plasticity.

Lastly, we tested and confirmed that signatures of cell populations from human atherosclerotic lesions resembled those discovered in mouse (Figure 6). Taken together, these data suggest that in vitro models of VSMC phenotypic transitions, which are valuable for mechanistic interrogations, need refinement, but also that continued studies of mouse models are likely to yield clinically relevant findings. Greater clarity into the microenvironmental signals and cell-cell interactions that govern phenotypic switching should propel this area of research.

## CONCLUSIONS

Based on the meta-analysis of multiple mouse studies with lineage marked VSMC and comparisons to data from human plaques and VSMC in culture, we offer the following conclusions: (1) There is broad agreement over the plasticity of VSMC in atherosclerosis, with a convergent finding that there is a set of cells called SEM, which has been proposed to represent an intermediate VSMC phenotypic switching state [14] that serves as a platform to lead to a variety of ultimate fates; (2) transcriptome-based cell type characterization is variable across the studies. In particular, while there was clear evidence for macrophage-like cells originating from VSMC in the aggregated data, there was a wide quantitative range between studies. In addition, based on trajectory analysis, there was a path from contractile VSMC to macrophage-like cells by way of a proliferative cell cluster, but it remains incomplete what are the intermediate states a VSMC must progress through; (3) The mouse and human data have many similarities, supporting the continued use of mouse models to draw inferences about VSMC fates in human atherosclerosis; and, (4) though cholesterol-loading of VSMC in vitro resulted in thousands of DEGs, the analyses of either bulk RNA-seq or scRNA-seq data did not reveal striking resemblances to the meta-analysis of the in vivo data. Thus, more progress in model development will be needed before the clinical relevance of results from in vitro systems can be assumed.

## Supplementary Material

Supplementary Figures

Supplementary Tables

## Figures and Tables

**Figure 1.**
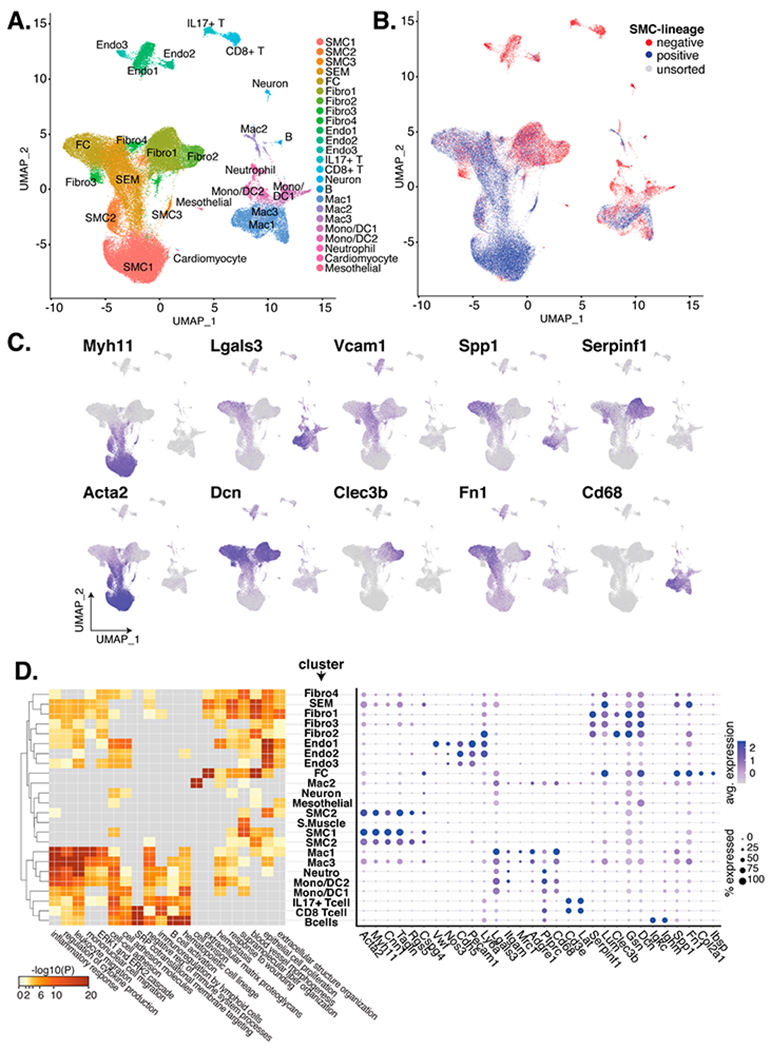
Meta-analysis of scRNA-seq on VSMC-lineage traced atherosclerotic lesions across 4 studies. (**A**) UMAP of single cells from 33 scRNA-seq samples across 4 studies are colored by cluster. (**B**) Cells are colored as VSMC-lineage positive (blue), as VSMC-lineage negative (red), or as unsorted cells (grey). (**C**) Marker expression for relevant cell types and UMAP locales. (**D**) On the left, clusters (y-axis) are paired to the negative log10 p-value from pathway enrichment analysis (x-axis). On the right, markers for VSMC (Myh11-Cspg4), endothelial cell (Vwf-Ly6a), myeloid cells/macrophages (Lgals3-Cd68), T-cells (Cd3e and Lat), fibroblasts (Serpinf1-Dcn1), B-cells (Igkc and Ighm), and fibrochondrocytes (Spp1-Ibsp) are shown by percentage of cluster cells (dot radius) and average expression (dot color).

**Figure 2.**
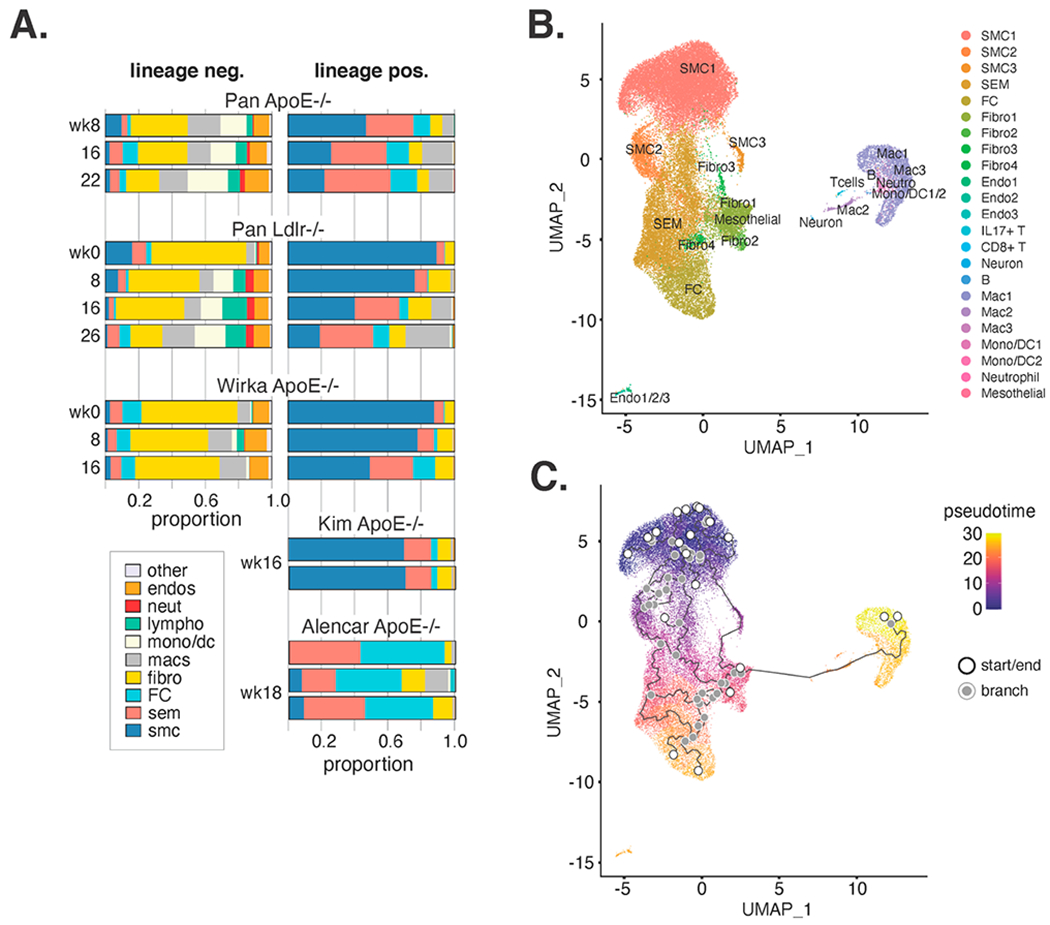
Proportions of VSMC-lineage traced and untraced cell populations vary by study and time on pro-atherogenic diet. (**A**) Relative proportions of VSMC-lineage sorted negative (**left**) and positive (**right**) cells are shown by publication and time on pro-atherogenic diet. Note that Alencar et al. microdissected BCA lesions whereas others dissected lesioned portions of arteries. (**B**) SMC-lineage positive cells only were re-visualized by UMAP and colored according to cluster annotations in Figure 1. (**C**) Pseudotime analysis in Monocle3 results are shown for lineage positive cells according to UMAP in B.

**Figure 3.**
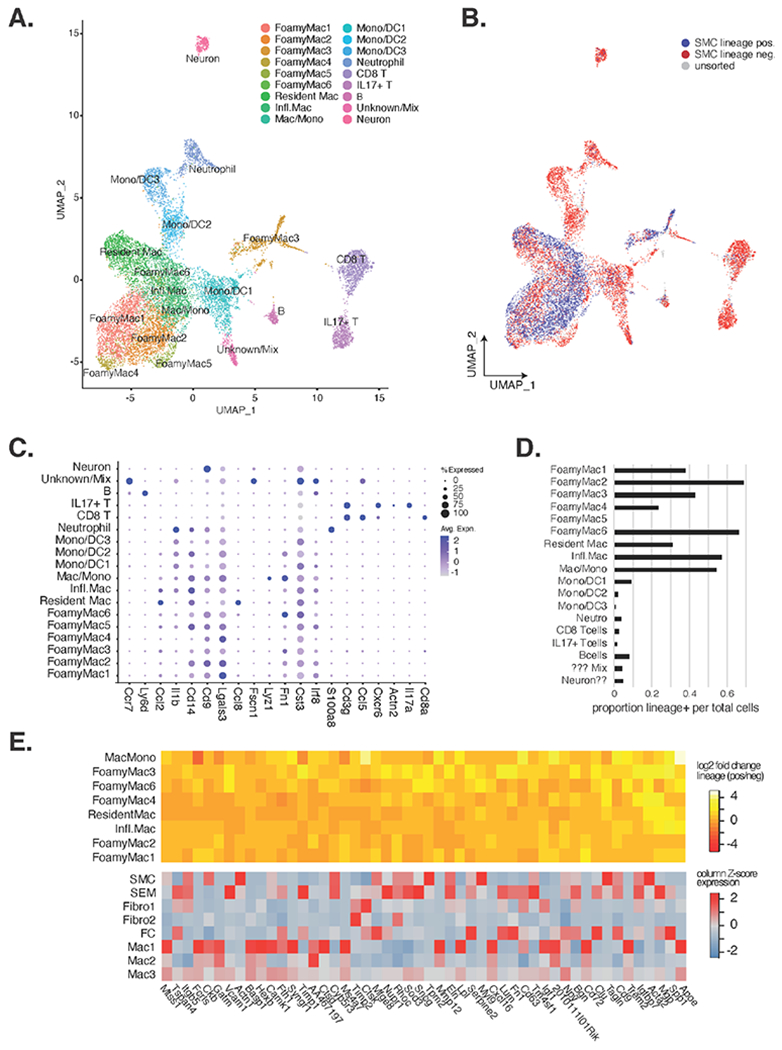
Further analysis of immune cells reveals 18 clusters with VSMC lineage positive cells most closely resembling macrophage subsets. (**A**) UMAP reduction and clustering of only immune clusters from Figure 1 found 18 clusters that were annotated by leukocyte markers in Zernecke et al. (**B**) SMC lineage positive cells are shown in blue, lineage negative in red, and unsorted cells in grey. (**C**) Dotplot depiction of key immune cell marker genes. (**D**) Proportion of lineage positive cells (x-axis) by immune cell cluster (y-axis) are shown. (**E**) The top heatmap shows the log2 fold change of VSMC lineage positive over lineage negative expression of transcripts (x-axis) in the different immune cluster (y-axis) for the 50 most up-regulated genes in lineage positive cells. The bottom heatmap shows the relative expression of these same genes (x-axis) for mouse atherosclerotic lesions (unit = *Z*-scores for each transcript across clusters).

**Figure 4.**
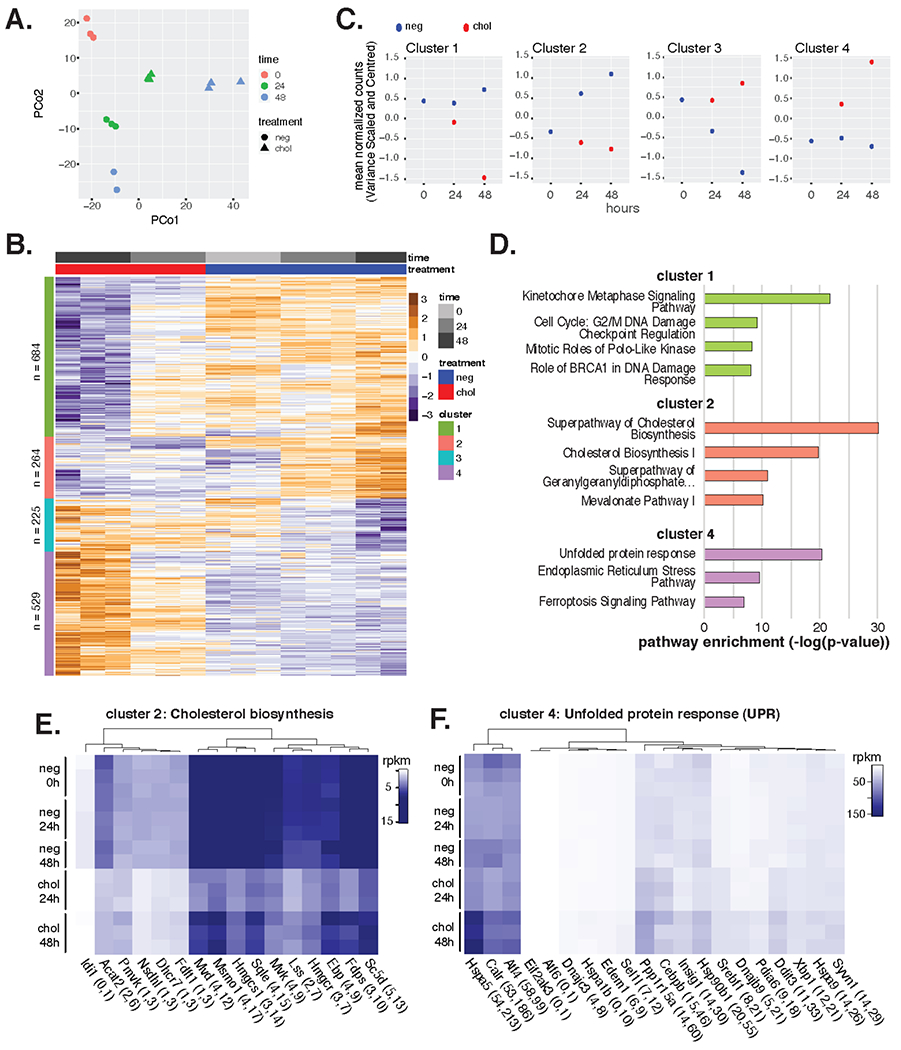
Primary cultured mVSMCs exhibit widespread transcriptional changes upon cholesterol loading. (**A**) Principal Coordinates (PCo) Analysis of mVSMC RNA-seq samples ± cholesterol at 0 h, 24 h, and 48 h timepoints. (**B**) Transcript expression values per condition are shown by heatmap as normalized per row with cluster designation along left side bar. (**C**) Mean expression of transcripts per gene set over time. (**D**) Most enriched pathways are shown from Ingenuity Pathway Analysis. None were significant for cluster 3. (**E**) Cluster 2 Cholesterol Biosynthetic Pathway transcript expression across conditions. (**F**) Cluster 4 Unfolded Protein Response transcript expression across conditions.

**Figure 5.**
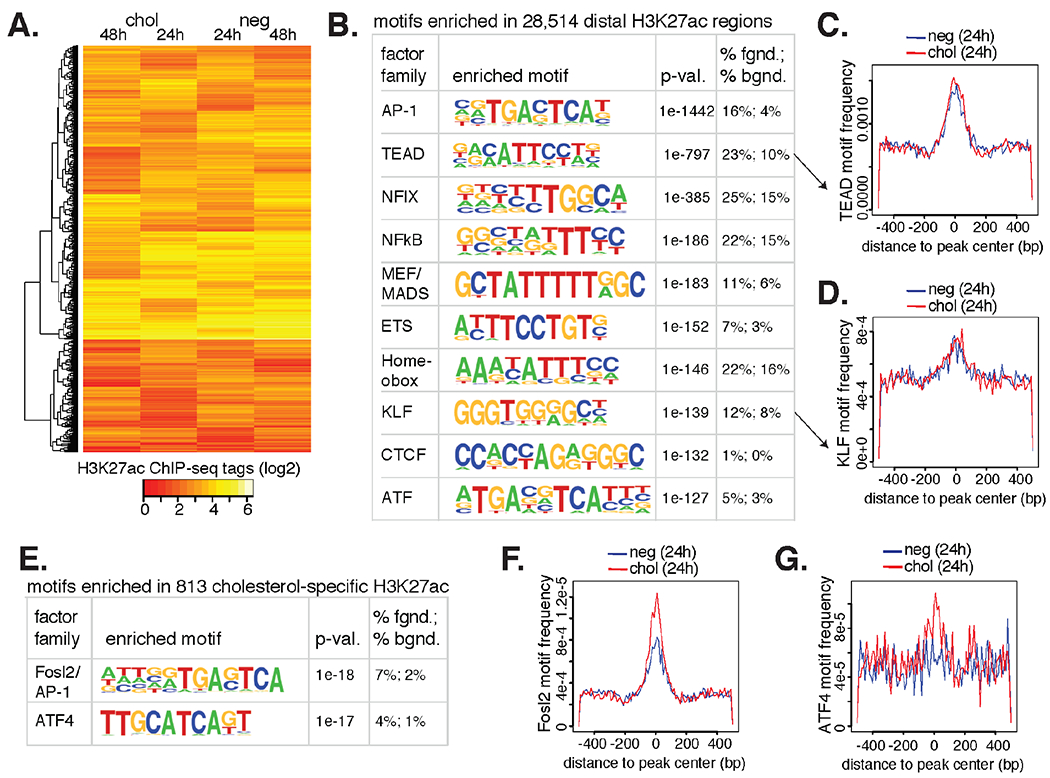
48 h of mVSMCs cholesterol loading in vitro has a subtle effect on histone acetylation. (**A**) The top 5000 most variable H3K27ac gene-distal regions (>3 kb from TSS) across experimental conditions. (**B**) De novo motif analysis of combined H3K27ac+ regions are shown with predicted factor family TFs, enrichment *p*-value, and percent occurrence in the data (fgnd) compared to random GC-match genome (bgnd). (**C**) Frequency of the TEAD motif (y-axis) is plotted relative to the center of H3K27ac+ nucleosome free peak centers (x-axis). (**D**) The enriched KLF motif is shown as in C. (**E**) Fosl2/AP-1 and ATF4 motifs are more enriched at H3K27ac+ regions in cholesterol loaded VSMCs relative to the negative (neg) control. (**F**) The Fosl2 motif is more frequent in cholesterol H3K27ac+ peak centers relative to neg. (**G**) The ATF4 motif is more frequent in cholesterol H3K27ac+ peak centers relative to neg.

**Figure 6.**
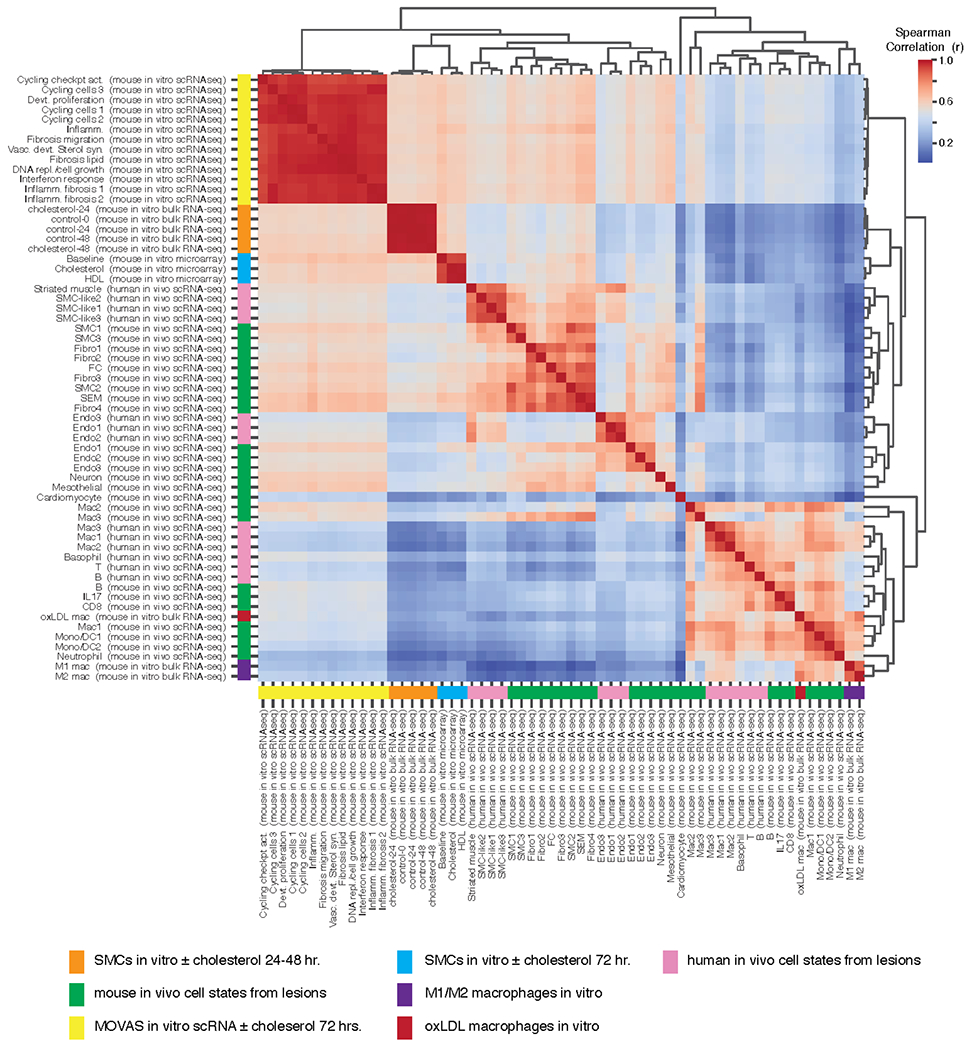
In vitro models of VSMCs and macrophages, with or without pro-atherosclerotic stimuli, fail to segregate with their presumed in vivo counterparts. Pairwise Spearman correlation (given the 2000 most variable genes in the mouse scRNA-seq data) across in vitro and in vivo datasets and/or single cell clusters from mouse and human atherosclerotic lesions are shown.

**Table 1.** Studies of SMC-lineage tracing and scRNA-seq in murine atherosclerosis analyzed into our meta-analysis.

Publication	Model	Duration of diet (weeks)	Artery section(s)	PMID	GSE
Alencar et al. *Circulation* 2020 [12]	ApoE^−/−^	18	microdissected BCA (lesions); aorta healthy control	32674599	GSE150644
Pan et al. *Circulation* 2020 [14]	ApoE^−/−^	0, 8, 16, 22	ascending aorta, BCA, thoracic aorta	32962412	GSE155513
Pan et al. *Circulation* 2020 [14]	LDLR^−/−^	0, 8, 16, 26	ascending aorta, BCA, thoracic aorta	32962412	GSE155513
Wirka et al. *Nature Medicine* 2019 [17]	ApoE^−/−^	0, 8, 16	aortic root, ascending aorta	31359001	GSE131780
Kim et al. *Circulation* 2020 [35]	ApoE^−/−^	16	aortic root, ascending aorta	32441123	GSE150768

## Data Availability

New data produced in the course of this study are publicly available in the NIH Gene Expression Omnibus (GEO) repository under accession GSE174029 and GSE168520. Previously reported data are all publicly available through GEO in the accessions provided in Supplementary Table S1.

## ABBREVIATIONS

VSMC: vascular smooth muscle cell
scRNA-seq: single cell RNA sequencing
UMAP: uniform manifold approximation and projection
FACS: fluorescence-activated cell sorting

# Supplementary material for: Meta-Analysis of Smooth Muscle Lineage Transcriptomes in Atherosclerosis and Their Relationships to In Vitro Models
**Source:** Immunometabolism. Author manuscript; Available in PMC 2021 Jun 25.
**Supplement:** Supplementary Figures

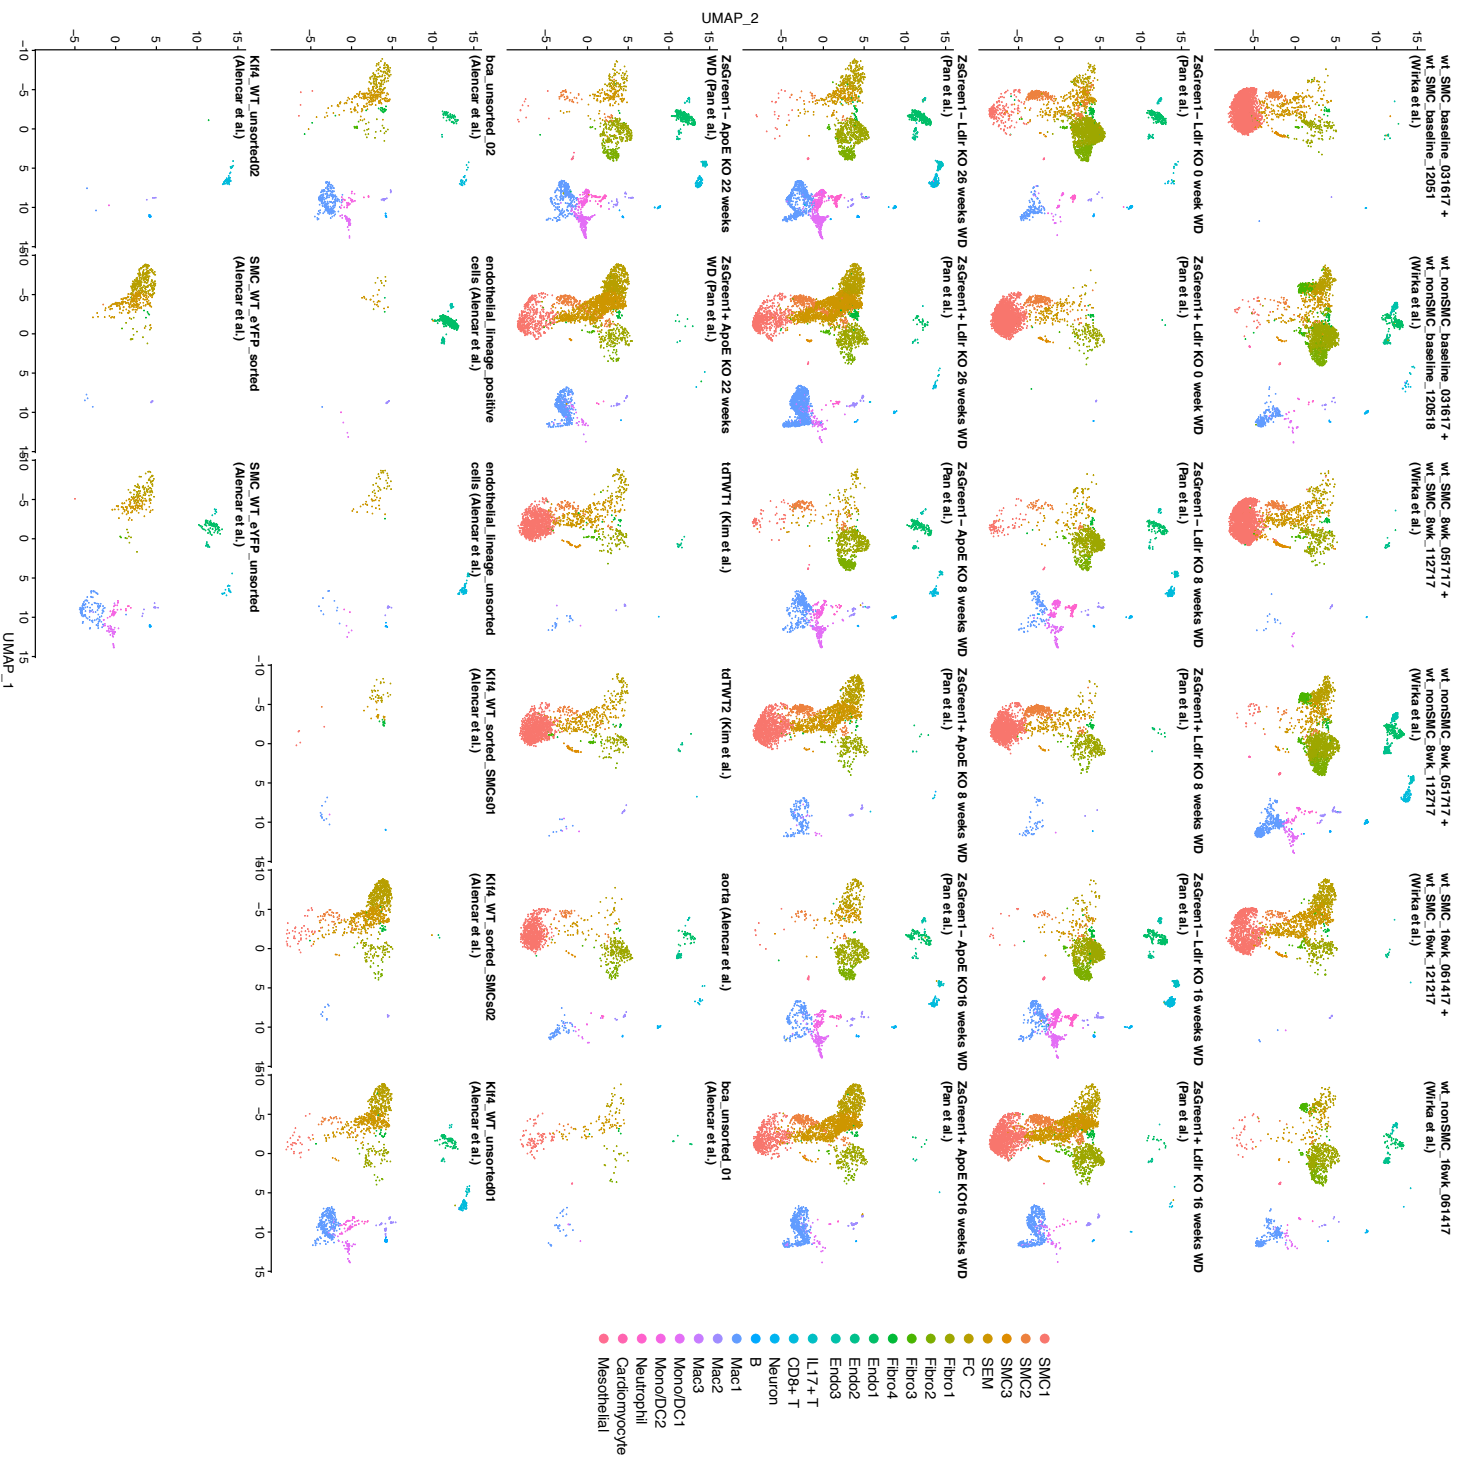

Supplementary Figure S1. UMAP representation of cells across samples and studies. UMAP of single cells from 33 scRNA-seq sample conditions across 4 studies are colored by cluster and split by experimental condition (with study annotated).

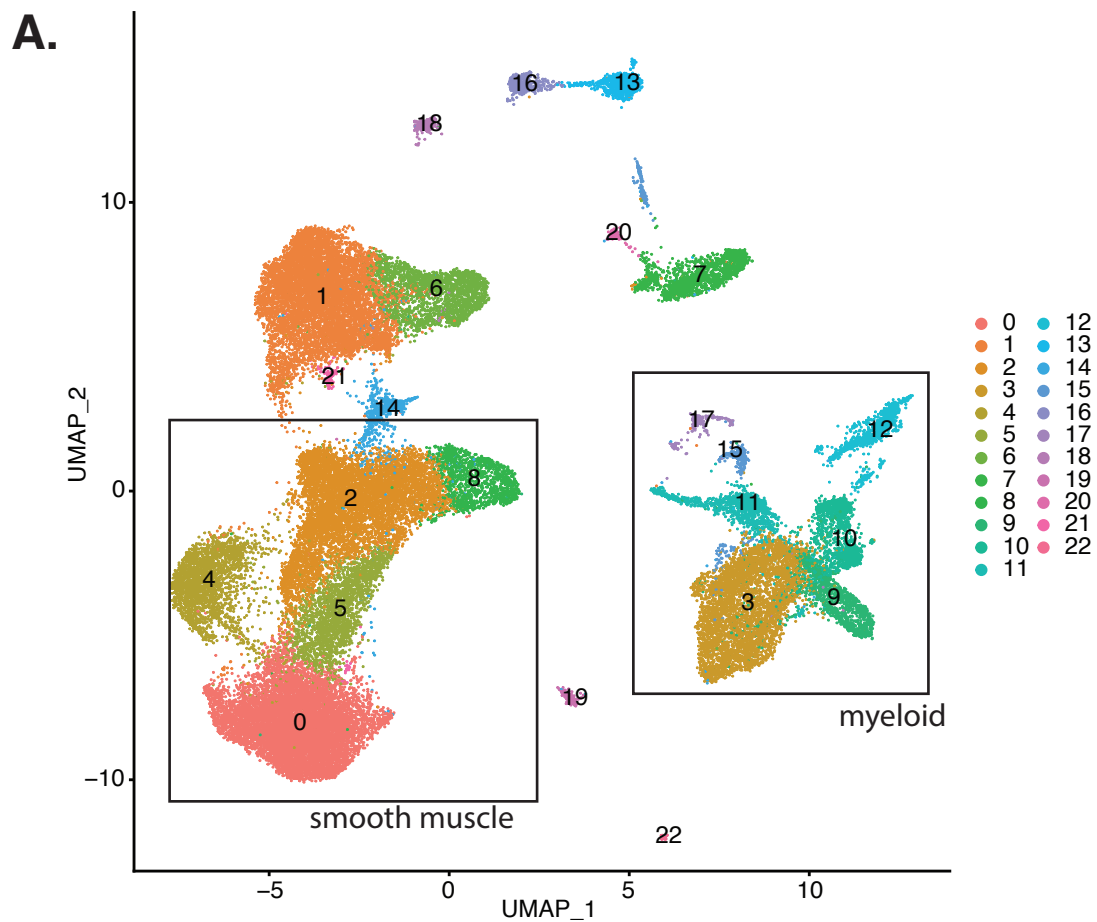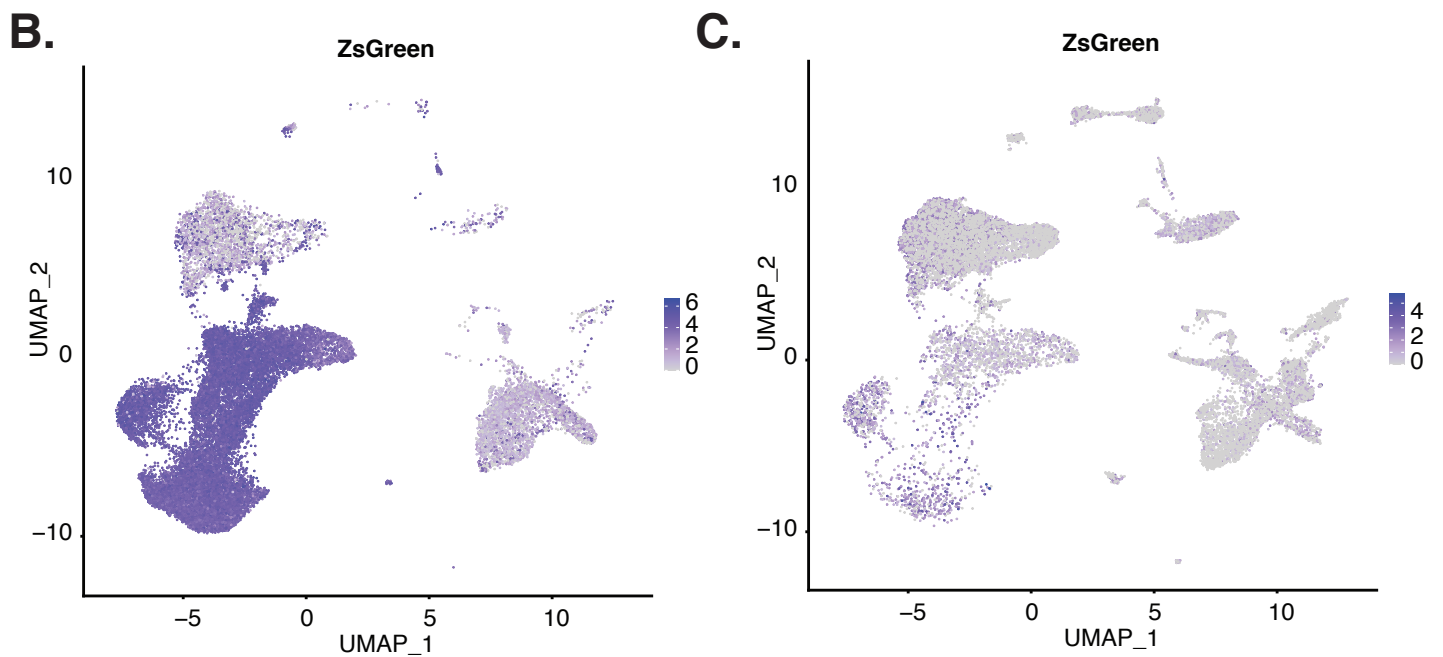

Supplementary Figure S2. ZsGreen transcript expression in Pan et al. lineage positive and lineage negative cells. UMAP of single cells from Pan et al. with SMC-like and myeloid clusters indicated (A). ZsGreen expression is shown in lineage positive sorted (B) and lineage negative sorted (C) cells.

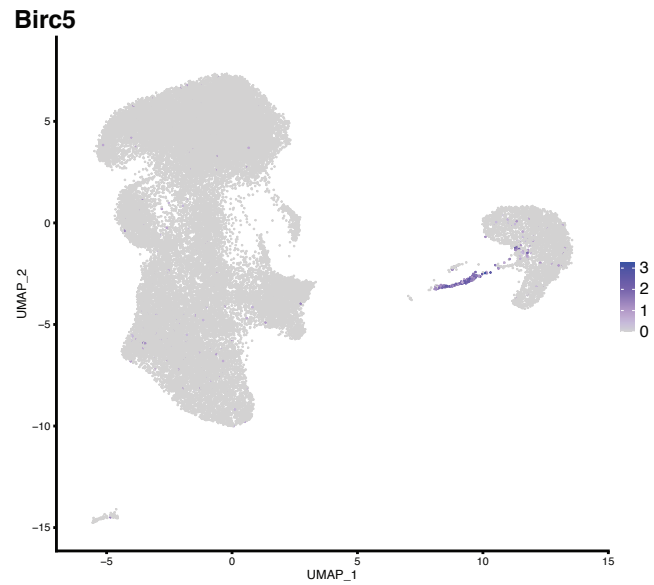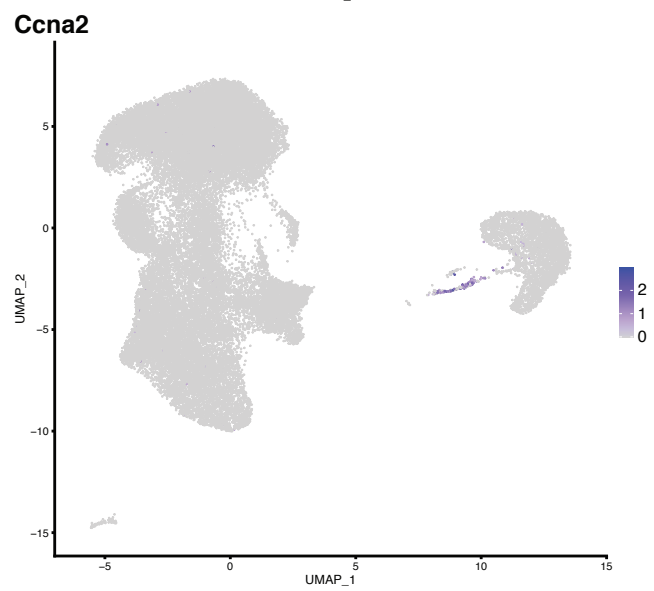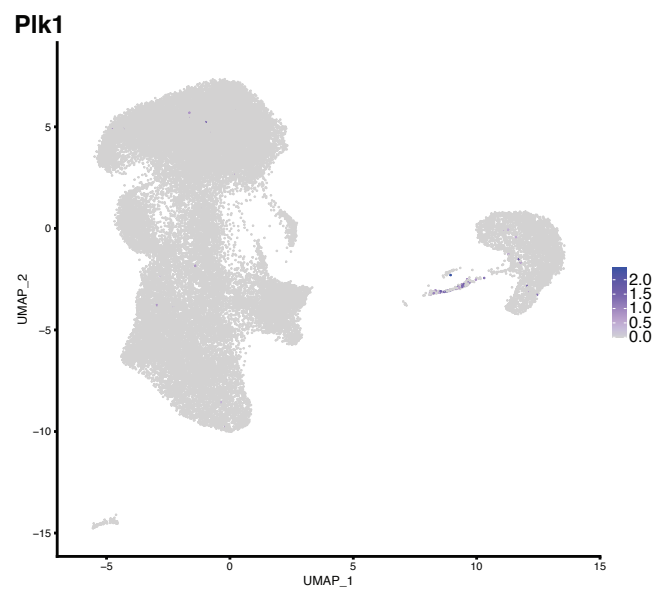

Supplementary Figure S3. Expression of proliferative marker genes in potential SMC-macrophage intermediate cells. Expression of various proliferative marker genes *Birc5*, *Ccna2*, and *Plk1* are shown in a cluster of cells that may be an intermediate phenotype between SMC and macrophage.

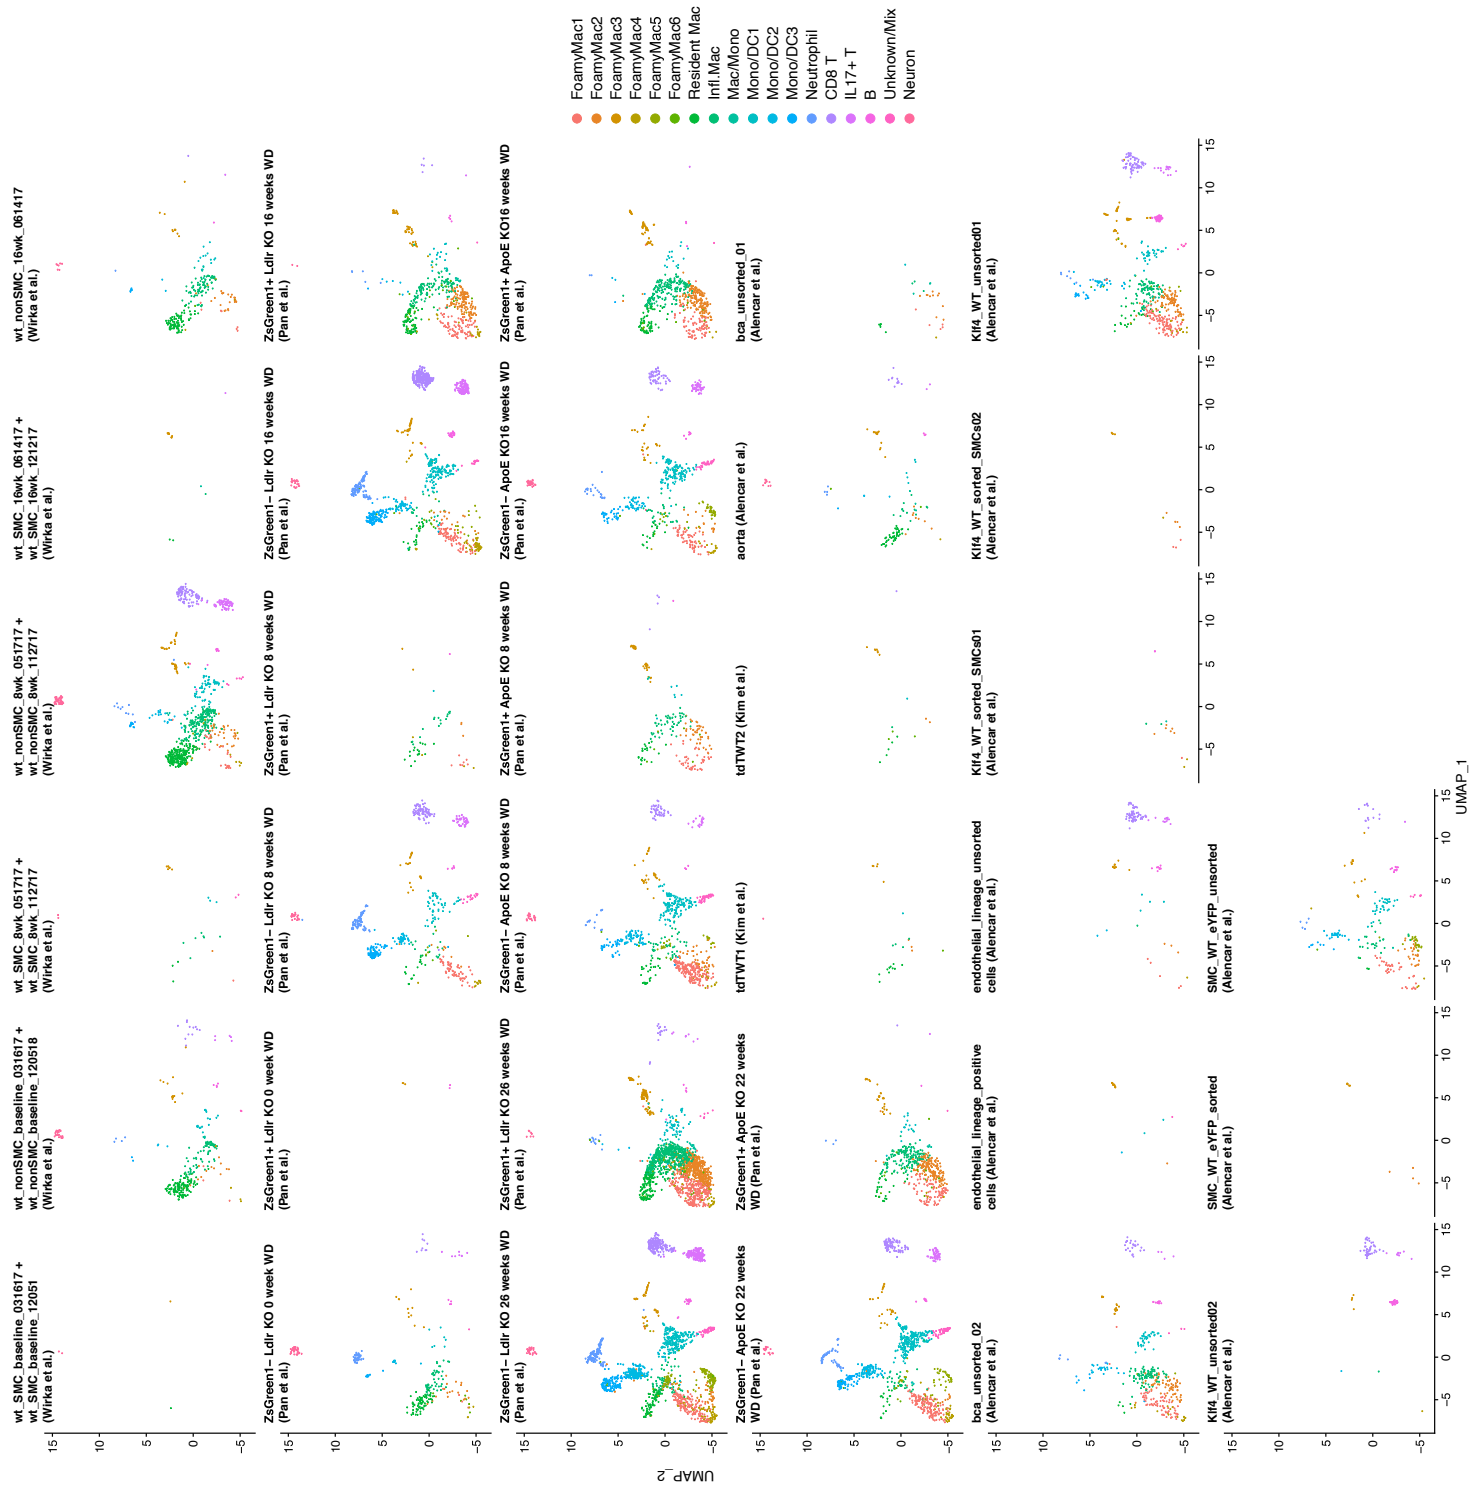

Supplementary Figure S4. UMAP representation of cells across samples and studies for immune cell re-clustering. UMAP of single cells from 33 scRNA-seq sample conditions across 4 studies are colored by cluster and split by experimental condition (with study annotated) after re-clustering of immune cells.

A.

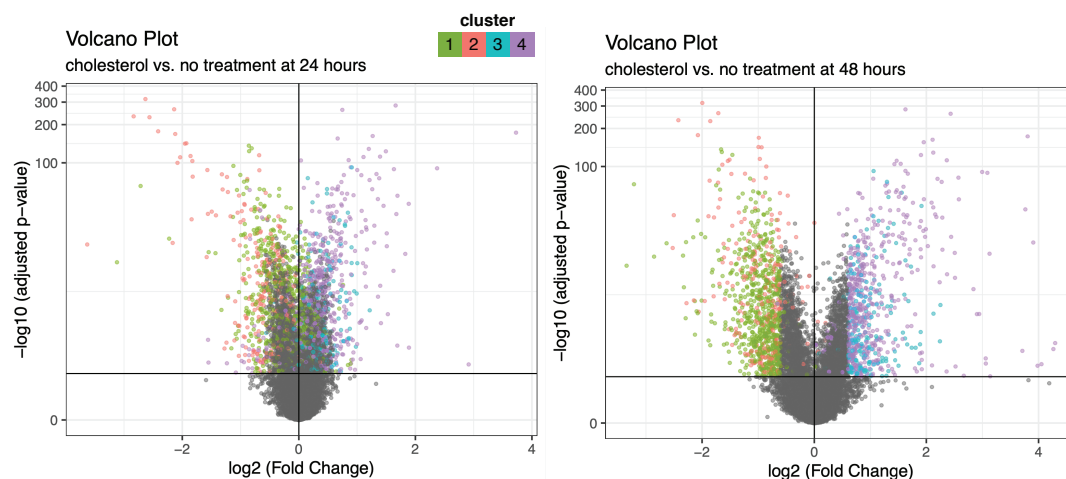

B.

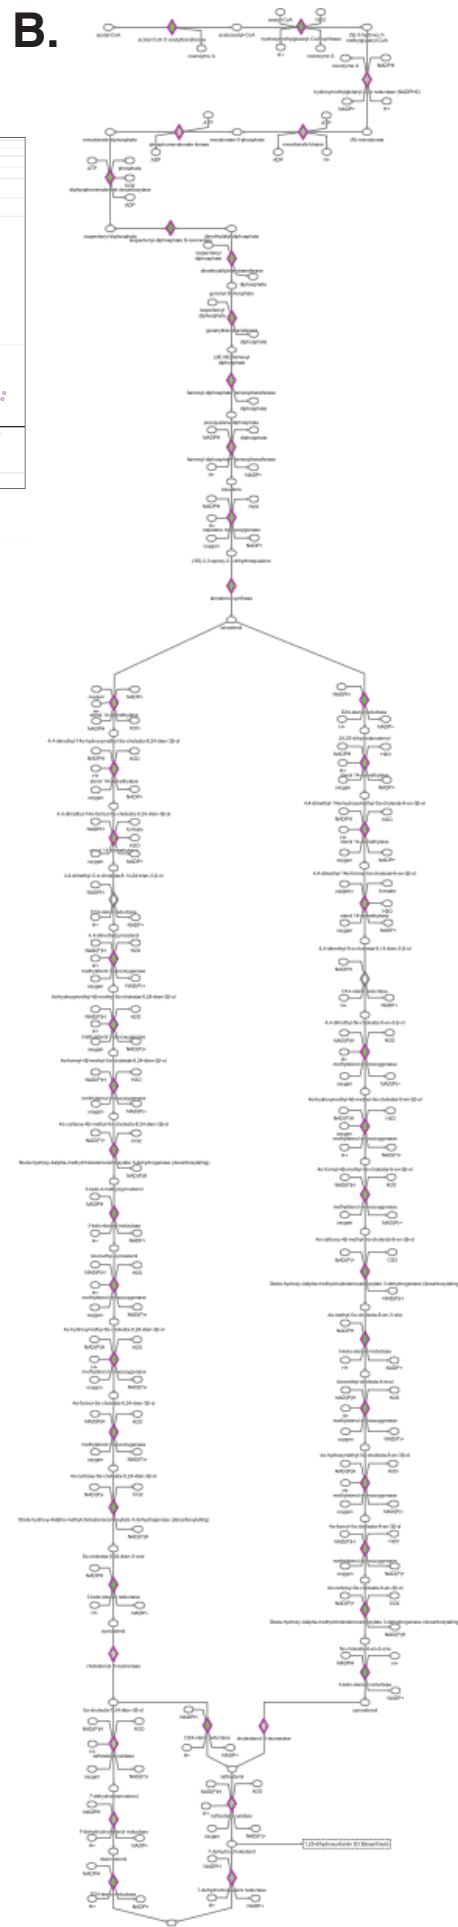

C.

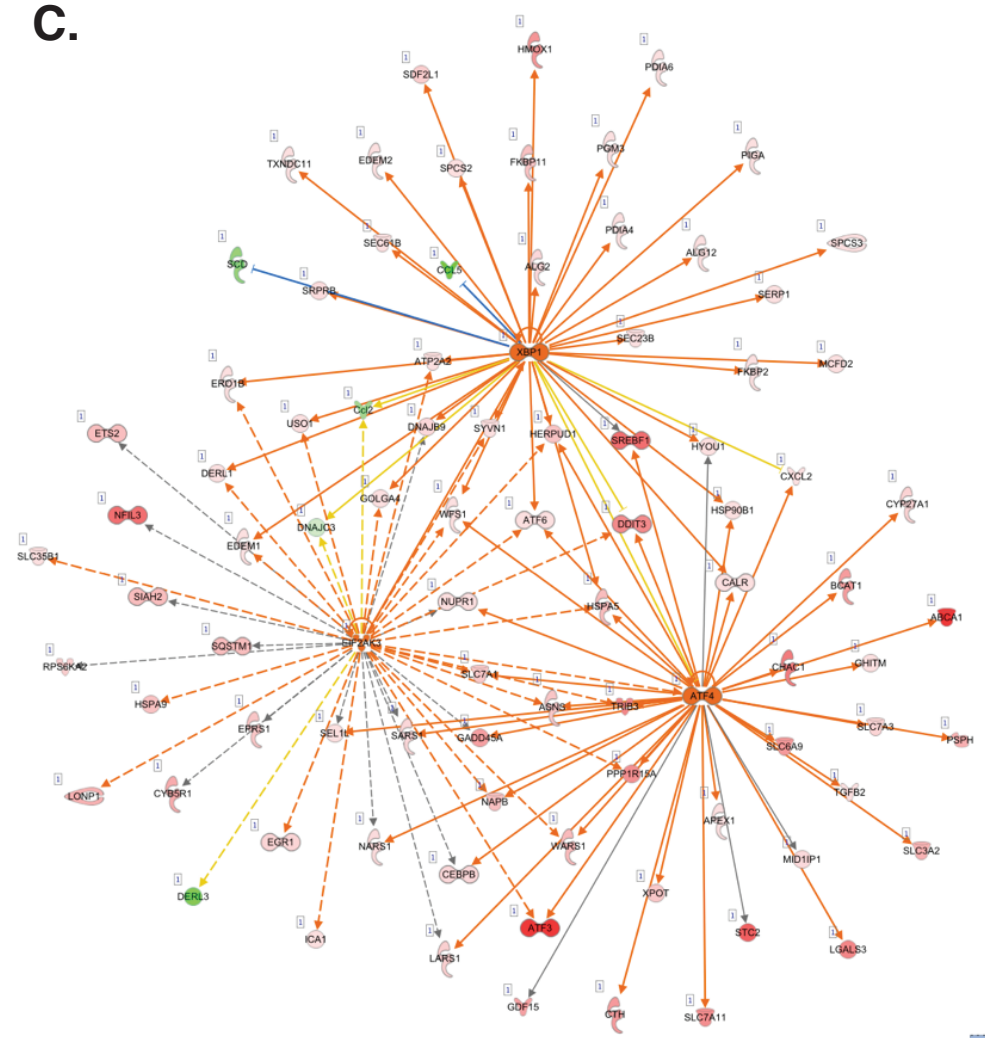

Supplementary Figure S5. Genes and pathways regulated by cholesterol loading in VSMC cultures. (A) Volcano plots showing the statistical significance (y-axes; $-\log$ adjusted P-value) versus $\log_2$ fold change (x-axes) of transcripts differentially regulated by cholesterol at 24 hours (left) and 48 hours (right). (B) The Superpathway of Cholesterol Biosynthesis is shown as output from Ingenuity with genes regulated by cholesterol highlighted in red. (C) Cholesterol regulated genes in the UPR pathway are shown as output from Ingenuity as a network, with genes upregulated by cholesterol in orange and red or downregulated by cholesterol in green. Lines with arrows indicate curated relationships that have been described in the literature.

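At 48 h Derl3, Ccl5, a chemokine, and Dnajc3, a cochaperone of BiP, rose with cholesterol, by log2 fold changes of 2.65, adjusted p = 5.35e-06, 1.31, adjusted p = 4.05e-05 and 0.42, adjusted p = 0.00072 from limma. At 24 h their log2 fold changes were -0.36, adjusted p = 0.371, -0.14, adjusted p = 0.631 and -0.19, adjusted p = 0.1. Ccl2, another chemokine, had -0.24, adjusted p = 0.631 at 24 h and 0.44, adjusted p = 0.213 at 48 h. Scd1, stearoyl-CoA desaturase, fell at 24 h (-0.39, adjusted p = 0.0053) and rose at 48 h (0.23, adjusted p = 0.0412). Stc2, stanniocalcin 2, was 3.54 times its control value at 24 h and 3.19 times at 48 h, and Srebf1, which encodes SREBP-1, 1.83 and 1.97 times.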

A.

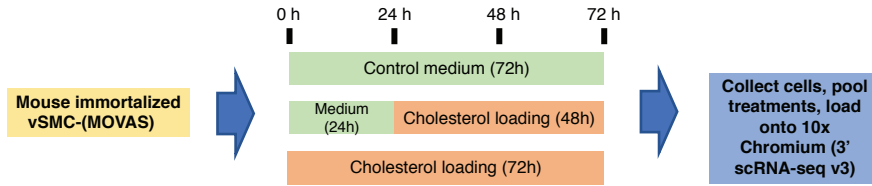

B.

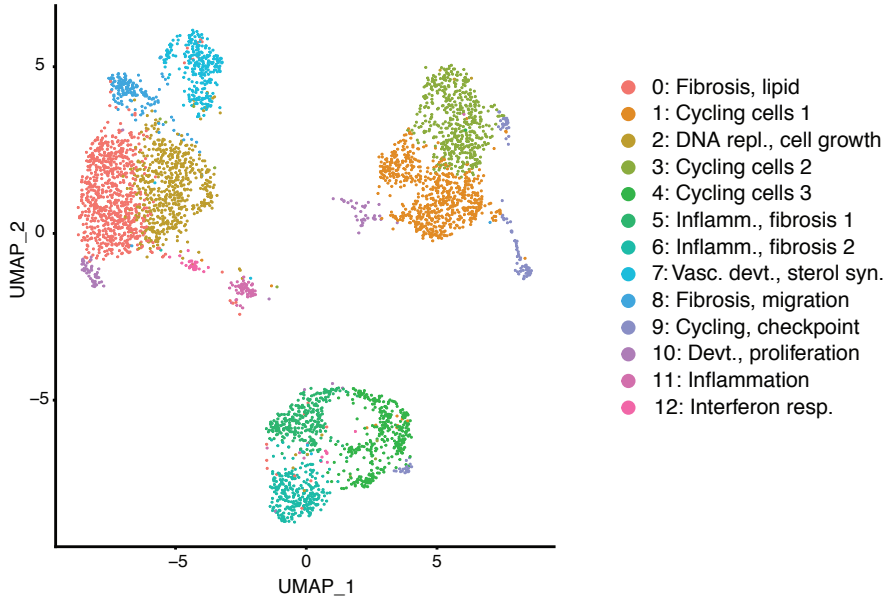

C.

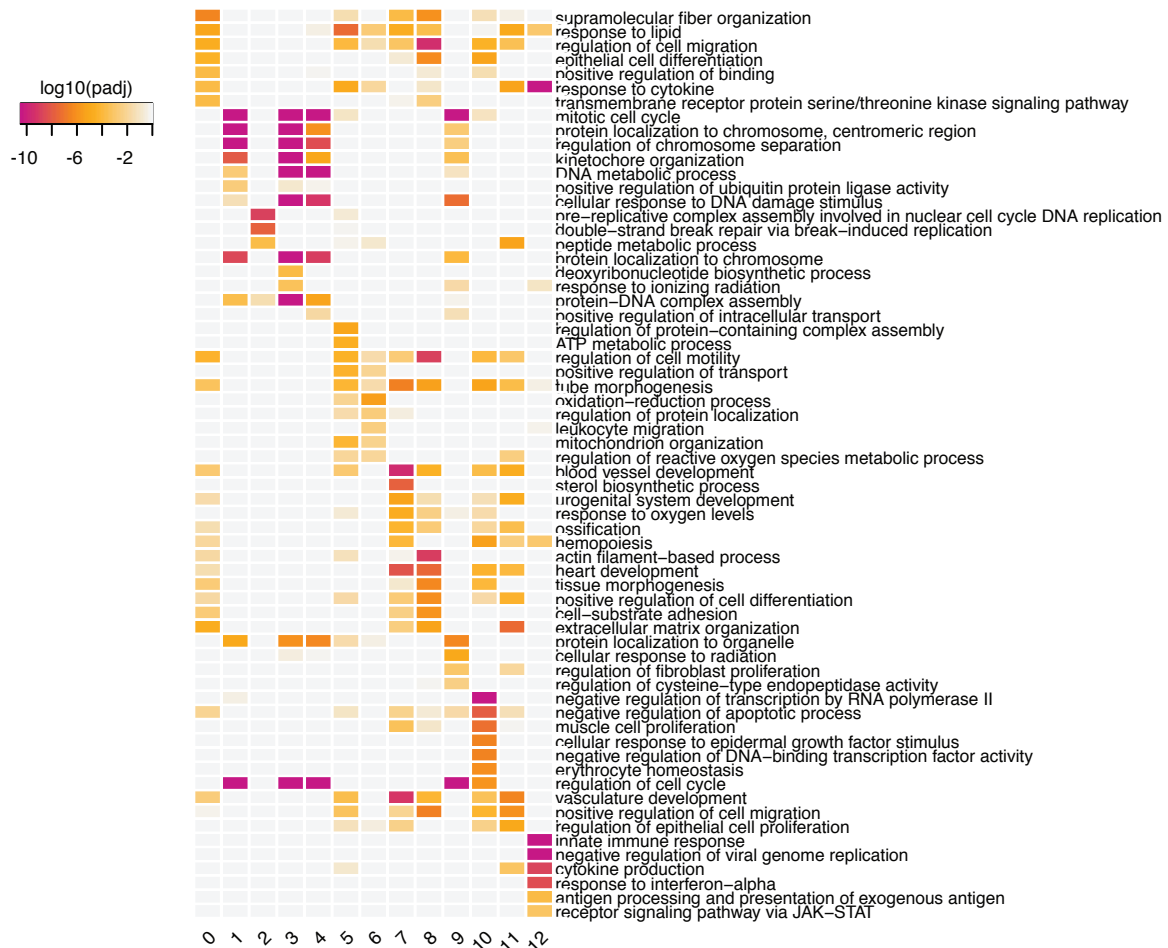

Supplementary Figure S6. Cell culture cholesterol treatment of MOVAS cells with scRNA-seq reveals multiple populations. (A) The experimental design of cholesterol loading and cell collection. (B) UMAP representation of resulting cell clusters. (C) Annotation of clusters using pathway ontologies.

A.

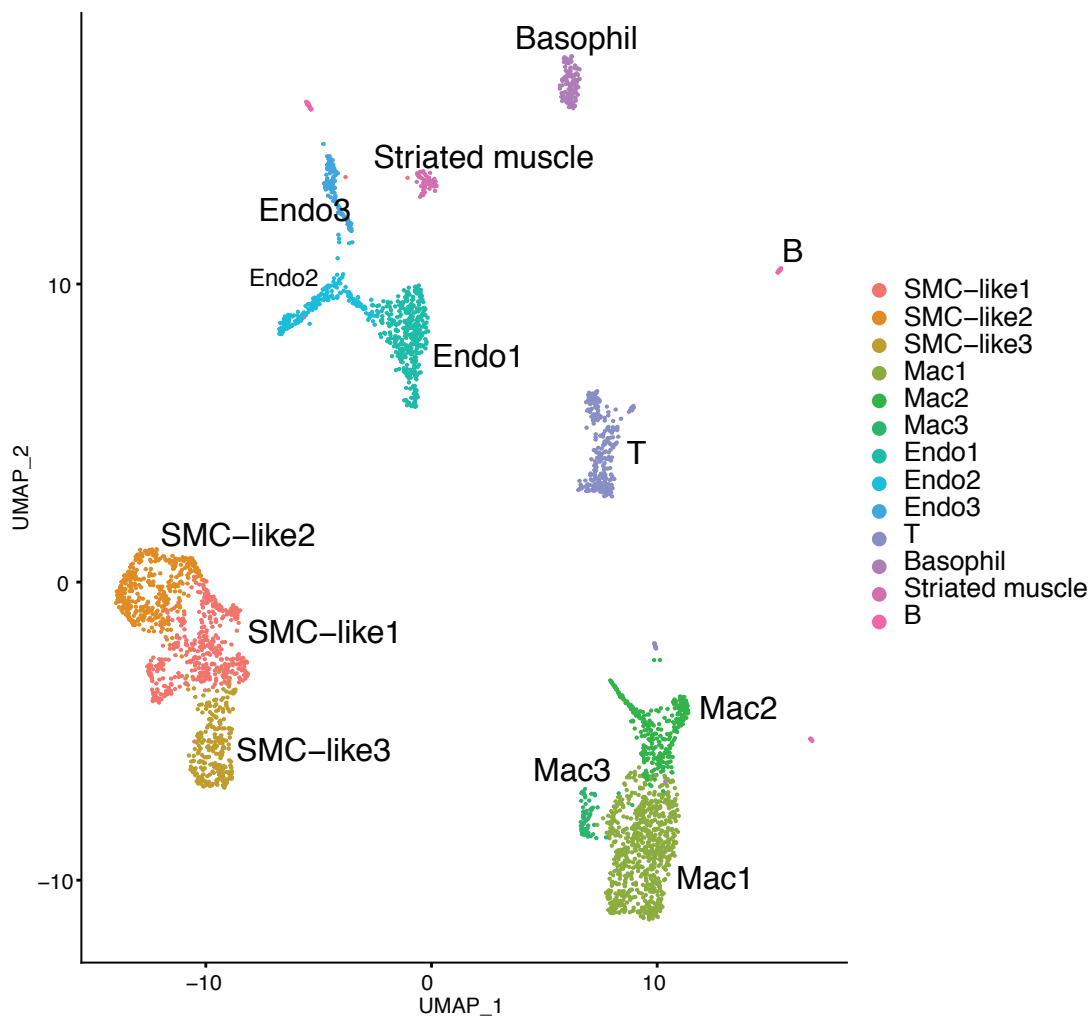

B.

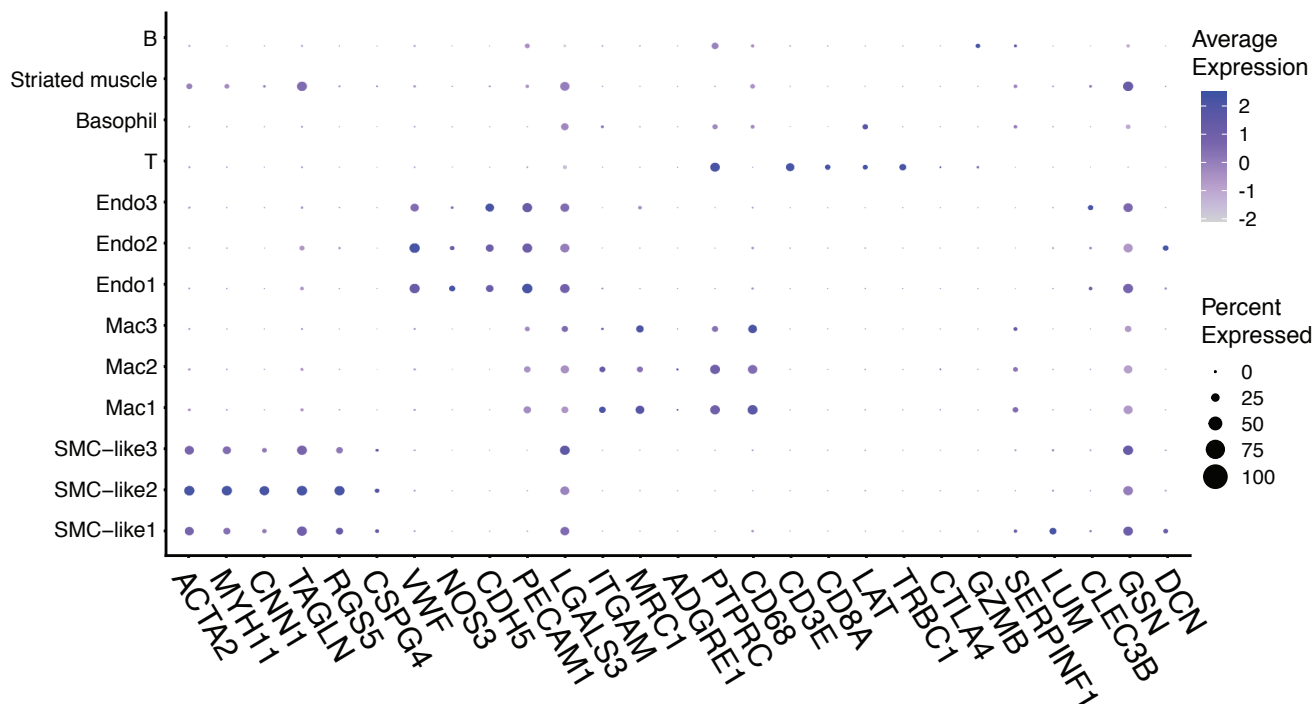

Supplementary Figure S7. Single cell analysis of human carotid lesions reveals multiple cell clusters. UMAP of single cells from scRNA-seq human carotid artery sample (carotid1 from Pan et al.) colored by cluster and annotated.

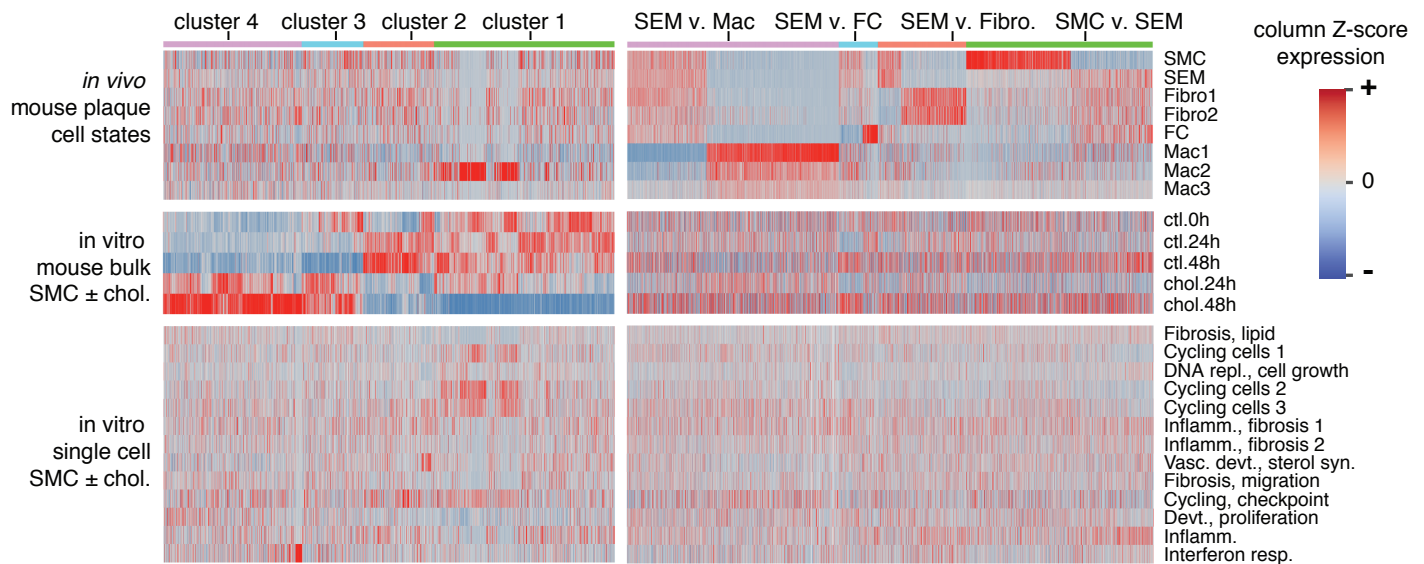

Supplementary Figure S8. Targeted analysis of in vitro and in vivo defined gene sets reveals discordance between transcript profiles. The left plots show expression profiles for the 4 clusters (top colored bars; from Figure 4) of cholesterol regulated genes that were defined in vitro bulk RNA-seq. The right plots show expression profiles for 4 sets of differentially expressed genes between the following in vivo mouse lesion clusters: SMC vs Mac, SEM vs FC, SEM vs Fibro, and SMC vs SEMs. The topmost heatmap shows expression of genes (along x-axis, but too many to label) for mouse in vivo clusters, the middle heatmap shows expression of the bulk in vitro samples, and the bottom heatmap shows expression measured by scRNA-seq in the clusters found in MOVAS cell cultures.

How the deposited data were processed for this re-analysis (not part of the article)

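The experiment exposed primary smooth muscle cells of the mouse aorta to a complex of cholesterol and methyl-β-cyclodextrin at 20 µg/mL, or to 0.2% BSA as control, for 0, 24 or 48 h. Control cells received neither cholesterol nor its carrier, so their effects cannot be told apart. RNA sequencing gave 14 libraries, with 3 replicates per condition and 2 in control cells at 48 h, whose first replicate the paper discarded. H3K27ac ChIP-seq gave 1 library per condition, with 1 input library for each. Samples were assigned to conditions from the labels and column names, and each of the 24 samples was assigned. The lineage-traced single-cell data, the cell line and the macrophage data of the paper are not used here, nor are the tables of the paper that list its differential genes and pathways.

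The RPKM values of the RNA table were made by the authors, who mapped reads to mm10 with STAR and counted tags over whole RefSeq gene bodies with HOMER (versions not given in the sources used here). Values are per kilobase of gene body, introns included, in 35756 rows of transcripts, of which 34711 carry a gene name and stand for 24453 genes. In each library the deposited values are whole multiples of 1 tag within 0.25 tag for 100% of the 10236 to 16862 values tested, at totals of 2726780 to 7590880 tags. These totals are smaller than the mapped reads of the paper's Supplementary Table 4S, which rank the libraries alike (Spearman correlation 0.97). No column held the same values as another. The table's transcripts were looked up by identifier and chromosome in the annotation of GRCm38.p6, the same assembly as mm10, where 98.6% of named rows were found, 93.9% of them with both ends within 100 bp.

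The region lists of H3K27ac were made by the authors with Bowtie2 and HOMER findPeaks, per the file headers with histone style, nucleosome-free centres and 1 tag per position. Their signal values, tags per region scaled to the same library total, are as deposited, as are the signal values of the input library and the tags scaled to it. The fold enrichment ratio over input (at least 4) and the Poisson p-value against input (1e-04) were computed by the authors' caller and served as its thresholds. The caller's score was used here only to rank regions within a list, as deposited by the authors. A column of sizes does not match the coordinates, and lengths were taken from start and end.

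For each gene, the transcript row with the highest mean RPKM was kept. Values were rescaled with the median of ratios to a reference library, with factors of 0.904 to 1.056. Genes with more than 70 reads in at least 1 library, estimated from RPKM, length and the mapped reads of Supplementary Table 4S, were tested, 12648 of 18896 above 0. The test was limma 3.58.1 in R 4.3.3 on log2(normalized RPKM + 1), with 1 mean per group, eBayes with trend and Benjamini-Hochberg adjustment at 0.05. All 14 libraries shared 1 estimate of the spread, so that the groups of 2 or 3 are assumed to vary alike. Their mean distances within groups differed, at 10.62 in control and 9.7 in cholesterol-loaded cells at 24 h. At 48 h they were 15.69 and 20.23. Contrasts were cholesterol against control at 24 h and at 48 h, an F-test over both, the difference between them, and time in control medium. The threshold on log2 fold change was 0.6. The genes of the F-test were split into 4 clusters by complete linkage on the correlation of Z-scores of normalized RPKM, and each cluster was assigned to the profile described in the paper that its group means fitted best. The paper's own test, a likelihood ratio on counts, was not repeated. The table holds RPKM, and the tags recovered from it are fewer than the mapped reads of Supplementary Table 4S.

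Lists of genes, 22 in all, were written before the data were examined: cholesterol biosynthesis enzymes, SREBP-regulated sterol uptake and feedback, LXR target genes, fatty acid synthesis, ER chaperones and ER-associated degradation, ATF4 and PERK branch, kinetochore and mitosis, DNA replication and S phase, contractile smooth muscle, macrophage, SEM state, fibrochondrocyte, fibroblast, endothelial, extracellular matrix, AP-1 family, TEAD and KLF families, chemokines and NF-kB targets, interferon-stimulated genes, NRF2 targets and ferroptosis, lysosome and lipid storage, and hypoxia targets. Their members were counted over all genes and adjusted over the list alone, and tested against other genes with camera at a preset correlation of 0.01 and with an estimated one. Enrichment in clusters was tested with Fisher's exact test, one-sided, against the genes tested. The lists of cholesterol synthesis, ER chaperones, the ATF4 and PERK branch and mitosis cover pathways that the paper names from these same libraries. Tests of these lists are therefore not independent of its result. The named genes were chosen by a rule also fixed beforehand: at each time, the 10 largest rises and the 10 largest falls among called genes with a mean RPKM of at least 1 and no overlap of libraries, the 5 largest differences between the times in each direction, the genes that the paper names for these cells, and members of the lists. Some genes that this rule selects, and some members of lists, are not reported here.

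For H3K27ac, regions were shared when they overlapped by at least 1 bp. Densities were compared in regions that overlapped 1 to 1 by at least 50% of both. Promoter values are sums of scaled tags of regions within 3000 bp of a start site, with covered length and density beside them, and medians of lists were ranked among 10000 random lists of genes of similar expression. Genes without a region in both libraries of a time were left out of the promoter values. Words were searched on both strands of the mm10 sequence. Fisher's exact tests of regions were two-sided. Intervals of shares are 95% binomial intervals (Wilson) and cover counting error only. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 for the genome.

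The RNA analysis was tested on simulated data with the group sizes, tag totals and mean values of these libraries and an assumed negative binomial dispersion of 0.01, so that it shows the working of the test and not the spread of these cultures. At each simulated fold 50 of 12456 genes were changed, a smaller share than was called in the real data, so recovery there may differ. The changed genes were drawn only from genes above a minimum mean RPKM, so recovery of genes with lower values was not tested. Of genes changed 2-fold, the F-test recovered 94%, of those changed 1.5-fold 34%, and of those changed 1.25-fold 2%. At 24 h 94.6% and at 48 h 81.1% of genes changed 2-fold were recovered. Genes left unchanged made up 7 of 121 calls of the F-test, 0 of 83 at 24 h and 7 of 82 at 48 h. The 22 alternatives set before the data were examined were the pseudocount, the filter on low values, the scaling, the groups in the model, a replicate block, tests of single transcripts, the variance model, weights of libraries, voom weights, each library left out, the correlation in camera, the linkage and scale of clusters, the distance, the genes and libraries of correlations, and the overlap, threshold, distance and window for H3K27ac. A further 8 were added after the data were seen: a filter and voom weights on recovered tags, control 0 h replicate 1 left out together with cholesterol 48 h replicate 1 or with control 0 h replicate 2, genes with few tags per base, the central bases and windows of the word search, and lists of equal length.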

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

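The test across genes within control 0 h, the test on coordinate 2, both tests of the interferon-stimulated genes, and the limits for naming promoter lists (the lowest or highest 0.05% of random lists) and lists of RNA (at least 5 members) were chosen only after the results were seen. Apart from the counts set against other splits and the differences between control libraries, each result here either differs between 24 h and 48 h or is a signal in genes or regions that the paper's text does not discuss for these cells.

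The effect of cholesterol differed between 24 h and 48 h for 680 genes in limma (422 without control 24 h replicate 2, 441 without replicate 3, 407 without control 48 h replicate 2, 423 without replicate 3, 440 without cholesterol 24 h replicate 2 and 430 without replicate 3). Among called genes with a mean normalized RPKM of at least 1, the largest differences above 0 were those of Derl3 (3.013 on the log2 scale), Ifit1 (2.53), Mir704 (1.844, a gene of 76 bp that overlaps another), Slc2a6 (1.831) and Ifit3 (1.528), and the largest below 0 those of Tcf19 (-1.15), Ankle1 (-0.992), 2810417H13Rik (-0.972), Mki67 (-0.949) and Nrm (-0.893). The median difference was 0.275 for cholesterol biosynthesis enzymes, 0.232 for the ATF4 and PERK branch, 0.208 for NRF2 targets and ferroptosis, -0.465 for kinetochore and mitosis and -0.506 for DNA replication and S phase. With an estimated correlation in camera, only the last 2 of these lists kept an adjusted p under 0.05 (0.00644 for each).

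Other splits of the libraries were set against the counts. Chance is argued against, but not excluded, for the 3033 genes changed at either time, since the highest count of the other 99 of 100 regroupings was 1444. For the 373 genes past both thresholds the highest was 305. Regrouped libraries carry any treatment difference in their spread, which lowers such counts by construction. The count of 1444 came from a regrouping that left 48 h as it was, and regroupings that left neither time so gave at most 2 genes. At 24 h the 10 splits are too few for a share under 0.05, with a real count of 689 and a highest other of 0. The splits of 48 h are also too few and were not tested alone.

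The control libraries also differed from one another, and 1969 genes changed over time in control medium (1254 without control 0 h replicate 2, 3197 without replicate 3 and 1194 without control 48 h replicate 3). Time alone is argued against as the source of coordinate 2, since the 3 control 0 h libraries spanned 72.3% of its range. Abundant genes may be compressed in libraries with more tags, as when few tags per position are kept: within control 0 h the log2 ratio of replicate 3 to replicate 1 fell with the tags per exonic base of a gene (Spearman rho -0.66), as did the change from control 0 h to 24 h (-0.48) but not that to 48 h (0.09, and -0.3, 0.12 and 0.42 against replicates 1, 2 and 3 alone). Time in the medium besides the tag total cannot be told apart from differences between single cultures: control 24 h against control 0 h replicate 3 alone, of about the same tag total, called 193 genes, but that library is assumed to vary like the other groups, and against replicate 1 or 2 alone the number was 2841 or 472. Over all 14 libraries coordinate 2 fell with the tag total (Spearman rho -0.94), but tag totals differ between the groups, so that a part of time in coordinate 2 and in the changes in control medium stays open.

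The genes of ER chaperones and ER-associated degradation (ATF6 and XBP1 branches) rose more with cholesterol at 48 h than at 24 h, with a median difference of 0.452. Compression of abundant genes in the 24 h libraries is argued against, since the 8 members with few tags per base had a median difference of 0.45 (lower end of the 95% bootstrap interval 0.22, with all 8 above 0). The interval resamples these genes, which share the same libraries and may vary together, so it does not measure the spread between cultures. A single library is argued against, since the median difference was 0.423 to 0.508 whichever of the 14 was left out and at least 17 members stayed higher at 48 h whichever cholesterol 48 h library was, although members whose difference passed fell from 14 to 9 and 8 without control 48 h replicate 2 and 3. What stays open is a longer exposure to cholesterol or its carrier, as a hypothesis from the same data. A difference between the cultures or the sequencing of the 2 times also stays open and was not tested. The list's difference had an adjusted p = 0.0782 in camera with an estimated correlation.

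Interferon-stimulated genes were higher with cholesterol at 48 h in 11 of 14 members (4 without control 48 h replicate 2), with a median difference between the times of 1.066 (adjusted p in camera with an estimated correlation 0.246 at 48 h and 0.154 for the difference). Cholesterol 48 h replicate 1 had the highest median of the list, but it alone is argued against, since without it the median log2 fold change was 0.552, in place of 0.85. Whether these genes differ between cultures of the same treatment cannot be told apart from an effect of cholesterol or its carrier. Control 24 h replicate 2 lay 0.65 above the others of its group, and control 48 h has 2 libraries. The medians were 3.08, 2.49 and 2.2 in cholesterol-loaded cells at 48 h and 1.13 and 1.58 in control cells.

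Among lists whose RNA in the cultured cells the paper's text does not discuss, 5 members of SREBP-regulated sterol uptake and feedback were lower at 24 h (3 without any 1 of the 6 libraries of 24 h), and 5 of fatty acid synthesis. At 48 h, 5 LXR target genes were higher and 1 lower, and 7 chemokines and NF-kB targets were higher and 2 lower. Of contractile smooth muscle genes, 7 were lower and 2 higher. Of extracellular matrix genes, 8 were lower and 0 higher (4 lower without control 48 h replicate 2 or 3 and 5 without cholesterol 48 h replicate 2). In camera with an estimated correlation, these 4 lists had an adjusted p = 0.157, 0.157, 0.291 and 0.581 at 48 h.

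H3K27ac at promoters has 1 library per condition and hence no test between replicates. Over all genes with regions in both libraries of a time, the median log2 ratio of summed tags was 0.133 at 24 h and -0.07 at 48 h. At 24 h it was -0.327 for cholesterol biosynthesis enzymes (covered length -0.382, density 0.037), 0.485 for LXR target genes (0.191 and 0.153) and 0.429 for the ATF4 and PERK branch (0.101 and 0.228). At 48 h it was -0.925 for cholesterol biosynthesis enzymes (-0.676 and -0.194), -0.68 for SREBP-regulated genes (-0.301 and -0.459), 0.14 for the ATF4 and PERK branch (0.079 and 0.071), 0.365 for interferon-stimulated genes (0.368 and -0.048) and 0.196 for NRF2 targets (0.156 and -0.031).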

How the results depend on the processing

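The alternatives with recovered tags, with 2 libraries left out, with genes of few tags per base, with central bases and with lists of equal length were chosen only after the results were seen. Over all alternatives, 326 results of single genes past the threshold gave 8939 comparisons, of which 8392 kept the call and direction, 547 lost the call and 0 reversed, and 406 results not past it gave 11050, of which 374 gained a call. Small changes can be missed: in simulated data with these tag totals and group sizes and an assumed dispersion, 34% of genes changed 1.5-fold were recovered. The changed genes were drawn only from genes above a minimum mean RPKM, so lower ones were not tested. Only 50 of 12456 genes were changed at each simulated fold, a smaller share than was called in the real data. The adjusted threshold was thus stricter in the simulation, and recovery in the real data may differ. Depth was not varied there, so its share in this limit was not tested, and the tag totals differ between the groups. The threshold of 0.6 on the log2 fold change left 373 of 3033 genes. For the values below the cause was not tested, except that fewer genes or libraries lower a count by construction.

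With 1 library left out at a time, the count over both times lay between 2150 and 3489 and that past both thresholds between 358 and 412. At 24 h, 139 to 488 genes were higher and 177 to 541 lower, and at 48 h 943 to 1676 and 1065 to 1902. Between 407 and 853 genes differed between the times, and 1194 to 3197 changed over time in control medium. Clusters 1 to 4 held 12 to 143, 29 to 167, 5 to 193 and 13 to 213 genes. Of 13 libraries, 12 to 13 had a nearest neighbour of their own group, which a library left alone in its group cannot have. The log2 fold change of Fosl2 at 24 h was 0.374 to 0.427, and it lost its call without any 1 of the 6 libraries of 24 h.

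With a pseudocount of 0.1, 1034 genes passed both thresholds and clusters 1 to 4 held 376, 139, 98 and 421. With no filter, clusters 2 and 3 held 94 and 24, and 12 of 14 libraries had a nearest neighbour of their own group. Over genes with a mean RPKM of at least 1, 452 genes differed between the times, 1301 changed over time in control medium, 27 mitotic genes were lower at 48 h, cluster 1 held 80 and 12 of 14 libraries had a nearest neighbour of their group. On RPKM as deposited, clusters 1 to 3 held 43, 115 and 26. With only the groups compared, 970 genes were higher and 1152 lower at 24 h, and 569 higher and 739 lower at 48 h. With a replicate block, clusters 1 to 3 held 12, 187 and 7, although the replicate numbers do not pair the libraries (1 of 26 pairs with the same number had a residual correlation above 0.1). Without trend, clusters 3 and 4 held 178 and 6. With array weights, 1292 genes were higher and 1477 lower at 24 h, 1037 differed between the times, 4735 changed over time in control medium, and clusters 2 to 4 held 101, 171 and 2. With voom weights on the reads of Supplementary Table 4S, 1376 genes passed both thresholds, 661 were higher and 718 lower at 24 h, and the clusters held 507, 293, 185 and 391. On recovered tags, voom gave 1362, 574 and 637, and clusters of 529, 227, 50 and 556, and the filter gave a cluster 3 of 25. Without control 0 h replicate 1 and cholesterol 48 h replicate 1 together, 678 genes were higher and 752 lower at 24 h, 1196 differed between the times and 3848 changed over time in control medium. Without control 0 h replicates 1 and 2 together, clusters 2 to 4 held 108, 72 and 111, and 11 of 12 libraries had a nearest neighbour of their group. With average linkage, clusters 1 to 3 held 184, 0 and 0 genes past both thresholds, and with Z-scores of log2 values clusters 2 and 3 held 30 and 33. Over genes with few tags per base, 13 enzymes of cholesterol synthesis were lower at 24 h and 11 at 48 h, 7 ER genes and 9 ATF4 and PERK genes were higher at 48 h, 10 results of the other lists passed camera and cluster 3 held 0. With an estimated correlation, 3 results of the other lists passed camera in place of 22, and the ER list at 48 h had an adjusted p = 0.0998 in limma's camera, in place of 2.37e-14. Over the 2000 most variable genes the lowest Spearman correlation between condition means was 0.932, in place of 0.98.

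For H3K27ac, 62.9%, 61.8% and 62.4% of cholesterol regions at 24 h were shared with control with an overlap of at least 50%, with the regions at or above the median score (26728) and with distal regions, in place of 69.4%. With the regions at or above the median score, 10219 were found with cholesterol alone at 24 h, in place of 15478. With lists of equal length, 16407 were found with cholesterol alone and 16277 in control cells alone at 24 h, in place of 15478 and 17789. The median log2 ratio at promoters of the extracellular matrix at 48 h reversed from 0.053 to -0.018 with a window of 1000 bp.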

Differences from the paper's values

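The voom weights and the filter on recovered tags, and the pairs of libraries left out, were chosen only after the results were seen. The paper's numerical thresholds were used throughout, but its test on counts was not repeated. The paper's 0.6 applies to log fold changes from counts. Here 0.6 was applied to log2(normalized RPKM + 1), which understates the change of genes with low RPKM. The counts past both thresholds and the cluster sizes are thus not at the same threshold as the paper's. At 48 h, by ratio of means, 251 called genes were at least 2 times as high with cholesterol. A further 287 were so in control cells. Of 34 values read by eye from Fig. 4F, 29 equalled those of the table after rounding and 32 lay within 1.5 times.

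The paper's 4143 genes changed by cholesterol stand against 3033 here, within 1.5 times. For the genes past both thresholds the paper's count is 1702 and the count here 373. Of the alternatives set before the data were examined, voom weights on the reads of Supplementary Table 4S came within 1.5 times (1376). The others did not, among them a pseudocount of 0.1 (1034). Voom weights on recovered tags, chosen after seeing the values, gave 1362. The paper's own list of genes is not used here, so how many of its genes this alternative drops was not counted.

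The paper's clusters hold 684, 264, 225 and 529 genes, and those here 121, 60, 15 and 177. Of the alternatives set before the data were examined, voom weights on the reads of Supplementary Table 4S came within 1.5 times for each cluster (507, 293, 185 and 391). A replicate block did so for cluster 2 (187), eBayes without trend (178), array weights (171) and leaving out cholesterol 48 h replicate 2 (193) for cluster 3, and a pseudocount of 0.1 for cluster 4 (421), and the others for none. Voom weights on recovered tags, chosen after seeing the values, gave 529, 227 and 556 for clusters 1, 2 and 4, with the genes of the paper that it drops again not counted.

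The paper counts 28514 distal regions, and the union of the lists at 24 h and 48 h holds 68325. The regions at or above the median of the authors' score, an alternative set before the data were examined, gave 33623, within 1.5 times. The highest library of Calr is at about 190 in Fig. 4F, read by eye, and at 94.35 RPKM in the table. The lowest library of Hspa1b is at about 0 in Fig. 4F, read by eye, and at 4.439 RPKM in the table. No alternative set before the data were examined was run for these 2 values.

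The paper's Supplementary Figure S5C, read by eye from its colours, draws Derl3, Scd, Ccl5, Ccl2 and Dnajc3 as lower with cholesterol, at a time that its legend does not give. In limma, the log2 fold changes at 24 h and 48 h were -0.36 (adjusted p = 0.371) and 2.65 (5.35e-06) for Derl3, -0.14 (0.631) and 1.31 (4.05e-05) for Ccl5, -0.24 (0.631) and 0.44 (0.213) for Ccl2, and -0.19 (0.1) and 0.42 (0.00072) for Dnajc3. For Scd1 they were -0.39 (0.0053) and 0.23 (0.0412), and for Scd2 0.07 (0.891) and 0.30 (0.209). At 24 h each of these but Scd2 was below 0, and at 48 h each was above 0. The genes that the figure draws as higher, Abca1, Atf3, Nfil3, Ddit3, Srebf1, Stc2 and Chac1, were higher at both times here.

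The paper names Atf4 among the genes raised by cholesterol, next to Atf6 and Xbp1. Here its log2 fold change in limma was 0.12 at 24 h (adjusted p = 0.767, past the threshold under no alternative), and for Atf4 at 48 h it was 0.44 (adjusted p = 0.0707). It passed the threshold over genes with a mean RPKM of at least 1 (0.037), on RPKM as deposited (0.0158), with array weights (0.0226), with voom weights on the reads of Supplementary Table 4S (0.00846), and without control 0 h replicate 1 (0.00854) or replicate 3 (0.0235). Among those chosen after seeing the values, it did so with voom weights on recovered tags (0.0103), without control 0 h replicate 1 and cholesterol 48 h replicate 1 (0.0147) and without control 0 h replicates 1 and 2 (0.00502). Over all alternatives the adjusted p was 0.00502 to 0.294.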

Other observations

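The tests against single control 0 h libraries and with tags per base were chosen only after the results were seen. All counts of genes here are from limma, in the order 24 h and then 48 h, with adjusted p from camera at the preset and then the estimated correlation.

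Genes of SREBP-regulated sterol uptake and feedback fell at 24 h in 5 of 7 tested members (among them Stard4 -1.09, Srebf2 -0.54 and Insig1 -0.42, adjusted p = 8.35e-09 and 0.0333, 3 without any 1 of the 6 libraries of 24 h), and at 48 h 3 were lower and Insig1 was higher (0.47, lost without control 48 h replicate 3, adjusted p = 0.0317 and 0.291). Of 14 genes of fatty acid synthesis, 5 were lower at 24 h (Acss2 -0.57, Elovl6 -0.53, Acly -0.51, Scd1 -0.39 and Fads1 -0.28, adjusted p = 3.17e-05 and 0.181), and at 48 h Elovl6 and Acly were lower (1 of the 2 without control 48 h replicate 2 or 3 or cholesterol 48 h replicate 1) and Scd1 was higher. That call of Scd1 was lost without control 0 h replicate 2, any control 24 h, control 48 h or cholesterol 24 h library, or cholesterol 48 h replicate 2 or 3, and a second gene was higher without cholesterol 48 h replicate 1. Of 11 LXR target genes, 4 were higher at 24 h (Abca1, Srebf1 0.81, Mylip 0.75 and Lpcat3 0.29) and Scd1 was lower (adjusted p = 0.0111 and 0.157), and at 48 h 5 were higher and Nr1h3 was lower (-0.24, lost without control 48 h replicate 3, adjusted p = 0.00931 and 0.157).

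Of 30 genes of the extracellular matrix, 3 were lower at 24 h (Thbs2 -0.81, Col3a1 -0.41 and Col8a1 -0.34, 1 without control 24 h replicate 2 or 3 or cholesterol 24 h replicate 1 or 2) and Col15a1 was higher (lost without control 24 h replicate 2 or 3 or any cholesterol 24 h library, adjusted p = 0.0617 and 0.731). At 48 h 8 were lower, among them Thbs2 (-1.27), Col3a1 (-0.98), Col8a1 (-0.82) and Timp3 (-0.46) (4 without control 48 h replicate 2 or 3, 5 without cholesterol 48 h replicate 2, adjusted p = 0.00378 and 0.581).

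Of 13 chemokines and NF-kB targets, Ptgs2 was higher and Cx3cl1 lower at 24 h (the rise lost without control 24 h replicate 2 or 3 or cholesterol 24 h replicate 1 or 2, and 3 genes higher without cholesterol 48 h replicate 1), and at 48 h 7 were higher (Cxcl10 1.80, Ccl5 1.31, Ccl7 0.84, Cxcl1 0.76, Ptgs2 0.51, Vcam1 0.25 and Tnfaip3 0.24) and 2 lower (Cx3cl1 -1.01 and Icam1 -0.30, adjusted p = 0.0286 and 0.157). Of 14 interferon-stimulated genes, 0 passed in limma at 24 h (1 higher at an unadjusted p under 0.05) and 11 were higher at 48 h (median 0.85, adjusted p = 8.13e-07 and 0.246). That number was 4 without control 48 h replicate 2, 5 with array weights, and 7 both over genes with a mean RPKM of at least 1 and with no filter.

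Of 16 genes of lysosome and lipid storage, 0 passed in limma at 24 h (1 higher at an unadjusted p under 0.05, and 1 passed without cholesterol 48 h replicate 1), and Lipa (0.33), Npc1 (0.31) and Soat1 (0.18) were higher at 48 h (1 without control 48 h replicate 3, adjusted p = 0.191 and 0.731). Of 11 hypoxia targets, Hk2 (0.52) and Vegfa (0.23) were higher and Adm lower (-0.64) at 24 h (1 higher without any 1 of the 6 libraries of 24 h, 0 lower without control 24 h replicate 3 or cholesterol 24 h replicate 1 or 2, and 2 lower without cholesterol 48 h replicate 1 or 3). At 48 h Hk2 (0.98) and Vegfa (0.27) were higher (1 without control 48 h replicate 2) and Adm (-0.78), Car9 (-0.74), Ndrg1 (-0.21) and Pdk1 (-0.15) lower.

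In control medium, 564 genes were higher and 468 lower at 24 h than at 0 h, and 971 higher and 1018 lower at 48 h. These counts depend on the control 0 h libraries. Against replicate 1, 2 or 3 alone, with the lone library assumed to vary like the other groups, 2841, 472 or 193 genes passed at 24 h and 1855, 1037 or 1776 at 48 h. The log2 fold change at 24 h also fell with the tags per exonic base of a gene (Spearman rho -0.48), so the counts at 24 h are not assigned to time. At 48 h this trend was not seen (rho 0.09), although against replicate 1, 2 or 3 alone rho was -0.3, 0.12 or 0.42. The lists below were tested with all 14 libraries only. Chemokines and NF-kB targets rose at 48 h in 8 of 13 members and fell in 1 (median 0.741, adjusted p = 1.62e-06 and 0.0209), and 6 LXR target genes and 4 fibroblast genes rose (adjusted p = 0.000259 and 0.0842, and 8.23e-05 and 0.0842).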
